# Targeting Phosphatidylserine Synthesis for Tumor Cell Suppression in Esophageal Squamous Cell Carcinoma and Glioblastoma

**DOI:** 10.3390/ijms27146226

**Published:** 2026-07-13

**Authors:** Yixuan Hu, Yaqi Cui, Zeqiong Xu, Duo Wu, Xiaochun Yu

**Keywords:** PTDSS1, phosphatidylserine, lipid metabolism, esophageal squamous cell carcinoma, glioblastoma

## Abstract

While altered lipid metabolism is a hallmark of cancer, specific phospholipid dependencies remain poorly defined. Here, we identify phosphatidylserine synthase 1 (PTDSS1) as a targetable metabolic vulnerability in esophageal squamous cell carcinoma (ESCC) and glioblastoma (GBM). Pharmacological inhibition of PTDSS1 selectively and potently suppresses tumor growth both in vitro and in vivo. Mechanistically, PTDSS1 blockade triggers a rapid collapse of cellular phosphatidylserine (PS) and phosphatidylethanolamine (PE) pools, fundamentally disrupting endoplasmic reticulum (ER) homeostasis. This targeted lipid depletion activates a PERK-mediated autophagic response that ultimately yields to apoptosis. Clinically, pan-cancer transcriptomic analysis links elevated *PTDSS1* expression to reduced overall survival across diverse malignancies. Collectively, we establish PTDSS1 as an essential maintainer of ER integrity and highlight PS biosynthesis as a viable therapeutic target for exploiting tumor-specific metabolic dependencies.

## 1. Introduction

While altered glucose and central carbon metabolism are classically defined features of cancer, the reprogramming of membrane lipid biosynthesis is increasingly recognized as a critical dependency for tumor progression [1,2,3,4]. To sustain rapid proliferation, metastasis, and immune evasion, malignant cells require a continuous supply of structural phospholipids [5,6,7,8]. Beyond mere membrane biogenesis, these dynamic lipid networks orchestrate essential oncogenic signal transduction and dictate membrane fluidity [9]. Consequently, exploiting the unique phospholipid dependencies of cancer cells represents a highly targeted, yet underexplored, therapeutic frontier.

As the most negatively charged glycerophospholipid in eukaryotic membranes [10], phosphatidylserine (PS) has garnered increasing attention as a potential therapeutic target [11,12,13,14,15,16]. Beyond its structural function, PS also acts as a key scaffold for signal transduction pathways that drive tumor growth and survival [17,18]. In mammals, PS is generated by two membrane-associated enzymes, phosphatidylserine synthase 1 (PTDSS1) and phosphatidylserine synthase 2 (PTDSS2). These two enzymes share little homology and have different mechanisms of action to produce PS [19,20]. While PTDSS1 is able to use either phosphatidylcholine (PC) or phosphatidylethanolamine (PE) with L-serine to synthesize PS, PTDSS2 is restricted to using PE for the generation of PS [21,22]. Crucially, while the simultaneous deletion of both *Ptdss1* and *Ptdss2* is embryonically lethal, single-knockout mice deficient in either isoform develop normally, retain fertility, and exhibit a normal lifespan [23]. This physiological robustness provides a critical therapeutic safety window, suggesting that targeting a specific PSS isoform can disrupt pathological pathways in tumors without compromising essential physiological homeostasis.

The therapeutic rationale for targeting PTDSS1 in malignancy is grounded in distinct biological vulnerabilities. Historically, clinical interest focused on a subset of tumors harboring genetic deletions of *PTDSS2* (at 11p15.5), rendering them strictly dependent on PTDSS1 via a mechanism of synthetic lethality [24]. However, despite this clinical prevalence, naturally occurring *PTDSS2*-null cell lines are rare, limiting preclinical investigation [24]. This scarcity necessitates exploring PTDSS1 dependency in a broader context. Notably, recent studies have demonstrated that PTDSS1 activity is indispensable for the survival of B-cell lymphomas both in vitro and in vivo, even in the presence of functional PTDSS2 [25]. This critical observation implies that PTDSS1 dependency is not solely defined by genetic deletion but also extends to PTDSS2-intact malignancies, likely driven by the elevated metabolic demands characteristic of aggressive tumorigenesis.

Despite these compelling biological vulnerabilities, pharmacological targeting of PTDSS1 has only recently become feasible with the development of potent, selective small-molecule inhibitor DS55980254 (hereafter referred to as PTDSS1i), which was utilized in this study [24]. While these agents demonstrated robust efficacy in PTDSS2-deleted xenografts, their therapeutic potential in aggressive solid tumors remains largely unexplored. To bridge this gap, we prioritized two distinct models driven by metabolic necessity rather than genetic deletion. First, we selected esophageal squamous cell carcinoma (ESCC), where untargeted metabolomics identified glycerophospholipid metabolism as a top dysregulated pathway, with PTDSS1 serving as a significantly upregulated diagnostic biomarker [26]. Second, we focused on glioblastoma (GBM) due to its unique tissue-of-origin context: the mammalian brain is exceptionally enriched in PS (up to 15% of the phospholipid pool), which plays key roles in neurotransmission, synaptic plasticity, and neuroinflammation [27]. GBM cells are hypothesized to inherit a high baseline requirement for PTDSS1-driven synthesis to maintain membrane integrity within this lipid-rich niche. We postulate that this intrinsic lipid biosynthetic burden renders both tumor types exceptionally vulnerable to PTDSS1 inhibition.

In this study, we identify PTDSS1 as an actionable metabolic vulnerability in ESCC and GBM. We demonstrate that PTDSS1 is aberrantly upregulated in these malignancies and that its pharmacological inhibition selectively impairs tumor proliferation in vitro. Mechanistically, PTDSS1 blockade disrupts the PS-PE metabolic axis, provoking severe ER stress and a compensatory autophagic response that precedes terminal apoptosis. Consistently, blockade of PTDSS1 significantly suppresses xenograft growth and extends survival in vivo without eliciting overt systemic toxicity. Collectively, our work delineates a strict PS-dependent metabolic requirement in these solid tumors, validating PTDSS1 inhibition as a viable avenue for anticancer intervention.

## 2. Results

### 2.1. Aberrant Upregulation of PTDSS1 in ESCC and GBM Correlates with Poor Clinical Outcomes

To evaluate the clinical relevance of *PTDSS1*, we first examined its expression patterns in two distinct aggressive malignancies: ESCC and GBM. Analysis of the TCGA-ESCC cohort revealed a marked elevation of *PTDSS1* mRNA in tumor tissues compared to normal controls (Figure 1a), a finding further supported by its high diagnostic accuracy in the independent GSE23400 dataset (AUC = 0.965, *p* < 0.0001; Figure 1b). Parallel to our observations in ESCC, we found that *PTDSS1* was similarly overexpressed in GBM across integrated TCGA and GTEx datasets (Figure 1c). To confirm whether this widespread transcriptional upregulation leads to increased protein abundance, we further analyzed the CPTAC-GBM proteomic cohort. Consistent with the mRNA data, PTDSS1 protein levels were significantly higher in GBM tumors than in normal brain tissues (*p* < 0.001; Figure 1d). These results underscore a consistent oncogenic activation of *PTDSS1* across both ESCC and GBM at multiple molecular levels. Finally, to assess the broader impact of *PTDSS1*, we performed pan-cancer survival analysis, which revealed that high *PTDSS1* expression significantly correlates with shortened overall survival (OS) and disease-free survival (DFS) across diverse cancer types (Figure 1e,f).

### 2.2. Pharmacological Inhibition of PTDSS1 Suppresses Cell Proliferation and Induces Apoptosis in ESCC and GBM Cells

To determine whether the clinical prevalence of PTDSS1 translates into a functional metabolic dependency, we profiled the sensitivity of a diverse panel of malignant and non-transformed cell lines to PTDSS1i, a potent and selective small-molecule inhibitor of PTDSS1. HET-1A and SVG p12 were utilized as immortalized, non-malignant counterparts for the esophagus and brain respectively to rigorously evaluate the therapeutic selectivity of PTDSS1 inhibition across tissue-specific models. Cell viability assays (CTG) conducted over a 7-day period revealed that PTDSS1i exhibited low nanomolar potency in ESCC (KYSE30, KYSE510) and GBM (U251MG, U138MG, T98G, and LN18) lineages, with half-maximal inhibitory concentrations (IC_50_) ranging from 4.3 to 10.9 nM (Figure 1g). Notably, the non-cancerous HET-1A and SVG p12 cells exhibited remarkable resistance to PTDSS1 inhibition (IC_50_ > 1 µM), suggesting a favorable safety profile and a potentially wide therapeutic window for PTDSS1i (Figure 1g). Consistently, basal transcriptional profiling revealed that sensitive tumor cells exhibit a profoundly elevated *PTDSS1*/*PTDSS2* mRNA ratio compared to resistant non-transformed cells (Supplementary Scheme S1a,b). This basal *PTDSS2* pool in normal tissues likely provides a compensatory reserve to survive PTDSS1 blockade. These results were further corroborated by long-term colony formation assays, which demonstrated that PTDSS1 blockade effectively abolished the clonogenic potential of sensitive ESCC and GBM cells (Figure 1h).

To delineate the cellular mechanisms underlying this growth suppression, we analyzed cell cycle progression and cell death pathways. Flow cytometric analysis demonstrated that PTDSS1i treatment precipitated a distinct G0/G1 phase arrest in both representative ESCC (KYSE30) and GBM (U138MG) models, accompanied by a commensurate contraction of the S phase populations (Figure 1i). Furthermore, immunoblot analysis revealed a dose-dependent accumulation of the apoptotic markers cleaved PARP and cleaved Caspase-3 following PTDSS1i exposure (Figure 1j). Collectively, these data indicate that the pharmacological disruption of PTDSS1 suppresses tumor cell viability through a dual mechanism involving both the blockade of cell cycle progression and the induction of apoptosis.

### 2.3. PTDSS1 Inhibition Enforces a Selective Collapse of the PS-PE Metabolic Axis

To elucidate the metabolic basis of the observed growth arrest, we performed untargeted lipidomics profiling on PTDSS1i-sensitive versus resistant cells. This revealed a dose-dependent restructuring of the lipid landscape in sensitive tumor cells (Figure 2a,b). Given PTDSS1’s canonical function in PS biosynthesis via PC base-exchange (Figure 2c), we interrogated the homeostasis of specific glycerophospholipid classes. Crucially, visualization of individual glycerophospholipid species uncovered that this metabolic perturbation was not stochastic; rather, it was driven by a widespread and synchronized depletion of the PS and PE repertoires (Figure 2d). In contrast, the abundances of other major phospholipid classes, including PC and phosphatidylinositol (PI) remained preserved around baseline levels, underscoring the high on-target selectivity of PTDSS1i (Figure 2d). Quantitative assessment confirmed that total PS and PE content exhibited a precipitous 70% reduction in sensitive ESCC cells. (Figure 2e). Mechanistically, the concomitant depletion of PE is attributable to the blockade of metabolic flux into the phosphatidylserine decarboxylase (PISD) pathway, which canonically converts PS to PE within the mitochondria (Figure 2c). Conversely, inhibitor-resistant cell lines displayed remarkable metabolic resilience, maintaining stable PS and PE homeostasis even under drug exposure (Figure 2a).

To address the possibility of acyl-chain-specific compensatory remodeling, we evaluated the fatty acyl compositions of the affected PE and PS species. Notably, in both ESCC (KYSE30) and GBM (U138MG) models, this downregulation was consistently observed across a broad spectrum of detected PE and PS molecules, largely irrespective of acyl chain length or degree of saturation (Figure 2f,g). Collectively, these data indicate that PTDSS1 blockade induces a broad depletion of the PS-PE axis, serving as a major biochemical event that likely contributes to the subsequent organelle stress in these malignancies.

### 2.4. Transcriptomic Profiling Reveals a Coordinated Program of ER Stress, Autophagy, and Apoptosis Induced by PS Depletion

To systematically interrogate the global cellular consequences of the PS-PE metabolic collapse, we performed unbiased transcriptomic profiling (RNA-seq) on cells following PTDSS1 inhibition. 

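PTDSS1 makes phosphatidylserine, and PTDSS1i is the small-molecule inhibitor DS55980254. Poly-A RNA was sequenced from KYSE30, an esophageal squamous cell carcinoma line, and from U138MG, which the paper uses as a GBM model. Each line had 3 cultures treated with 100 nM PTDSS1i and 3 treated with DMSO, the vehicle, for 48 h. The dose and the time are those of the sample labels. The authors deposited the number of reads counted on each gene, without normalization, in a separate table for each line. The paper's text names no aligner, counting program, genome build, gene annotation or differential expression test for these libraries. Whether the counting used the strand of the reads is not stated either, so the counts of genes whose exons overlap another gene are uncertain. In KYSE30, DMSO replicates 1 to 3 had total counts of 20246285, 18800932 and 22562358, and PTDSS1i replicates 1 to 3 had 22468370, 20127289 and 25233442. The KYSE30 table lists 30984 genes by Ensembl identifier, of which 7297 have no name. After edgeR's filter on low counts, 16389 genes were tested, which hold 99.9% of the counts. Counts were normalized by edgeR's TMM method, and PTDSS1i was compared with DMSO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called higher or lower when its adjusted p was under 0.05 and its log2 fold change was beyond 1 in either direction, the fold change marked by the dashed lines of Fig. 3a. The biological coefficient of variation between replicates was 0.0549. Every pair of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of at least 2.30, so each library was kept as its own sample. Counts per library total are given as CPM, and normalized CPM uses the TMM factors. In the smallest KYSE30 library, 3 counts correspond to 0.160 CPM, below which no change was detectable. Comparing 3 libraries with 3, an exact two-sided permutation test of a single gene cannot give a p under 0.1, so the p-values come from the model fitted across all genes.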

In the ESCC model (KYSE30), volcano plot analysis revealed a dramatic transcriptional reprogramming. This shift was characterized by the induction of stress-responsive transcripts including key UPR sensors and autophagy initiators (*DDIT3*, *ATF4*, *XBP1*, *ATG9B*) and the concomitant severe suppression of genes driving cell cycle progression and DNA replication (e.g., *MCM2*, *PCNA*, *CDK1*) (Figure 3a).

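In KYSE30 cells, 1049 genes were higher and 1154 were lower after PTDSS1i treatment. For 2175 of these 2203 genes, the PTDSS1i and DMSO libraries did not overlap. Among all tested genes this share was 66.3%, against 10% by chance for 3 libraries against 3. The first principal component held 80.6% of the variance and separated the treatments. The fold-change threshold moved these counts most, because 4927 genes were higher and 5238 lower at an adjusted p under 0.05 with no such threshold. Among genes with a mean of at least 5 CPM, *CYBA* rose most, from 0.584 ± 0.214 to 21.1 ± 0.775 normalized CPM (SD, n = 3), a log2 fold change of 5.17 (standard error 0.16, adjusted p = 9.52e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SPRR1A*, *NEURL3* and *RSAD2* followed with log2 fold changes of 4.51, 4.01 and 3.86, and *TP53INP2* rose by 4.12. The exons of *RSAD2* overlap those of *CMPK2*. Among the same genes, *ADAMTS1* fell most, from 17.8 ± 1.38 to 2.43 ± 0.290 normalized CPM (SD, n = 3), a log2 fold change of -2.87 (standard error 0.12, adjusted p = 1.29e-14 from the same edgeR test). *CDCA7*, *KIF20B*, *CENPE* and *IGFBP5* had log2 fold changes of -2.54, -2.36, -2.28 and -2.24. The exons of *IGFBP5* overlap those of an unnamed gene. *KIF20B* (adjusted p = 0.0118 from the edgeR test) varied between PTDSS1i libraries, with 3.50, 9.63 and 3.47 normalized CPM in replicates 1 to 3.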

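*DDIT3* (ENSG00000175197) encodes the ER stress transcription factor CHOP. It rose from 4.94 ± 0.166 to 20.2 ± 0.494 normalized CPM (SD, n = 3), a log2 fold change of 2.03 (standard error 0.096, adjusted p = 7.67e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its exons overlap those of *MARS1* and *MBD6*. *ATF4* (ENSG00000128272) had 189 ± 8.49 normalized CPM in DMSO and 394 ± 2.07 in PTDSS1i (SD, n = 3). Its log2 fold change was 1.06 (standard error 0.051, adjusted p = 1.03e-13 from the edgeR test), and 0.95 when counts were scaled by library size alone. *XBP1* (ENSG00000100219) lay on the fold-change threshold, with a log2 fold change of 1.01 (standard error 0.055, adjusted p = 6.89e-13 from the edgeR test). With each library left out in turn it ranged from 0.996 to 1.03, falling under the threshold without DMSO replicate 1, DMSO replicate 2 or PTDSS1i replicate 1, and scaling by library size alone gave 0.90. The gene counts do not separate spliced from unspliced *XBP1*. *ATG9B* (ENSG00000181652) had few counts, 2.18 ± 0.543 normalized CPM in DMSO and 13.1 ± 0.657 in PTDSS1i (SD, n = 3), and its exons overlap those of *NOS3*. Its log2 fold change was 2.61 (standard error 0.14, adjusted p = 9.44e-13 from the edgeR test). *MCM2* (ENSG00000073111), a subunit of the replicative helicase, had 303 ± 13.9 normalized CPM in DMSO and 75.3 ± 1.28 in PTDSS1i (SD, n = 3). This is a log2 fold change of -2.01 (standard error 0.053, adjusted p = 8.97e-18 from the edgeR test), and its exons overlap those of *TPRA1*. *PCNA* (ENSG00000132646) and *CDK1* (ENSG00000170312) had log2 fold changes of -1.64 and -1.48 (adjusted p = 1.75e-16 and 3.69e-15 from the edgeR test). For each of these 7 genes, all 3 PTDSS1i libraries lay on the same side of all 3 DMSO libraries.

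**Figure D1:**
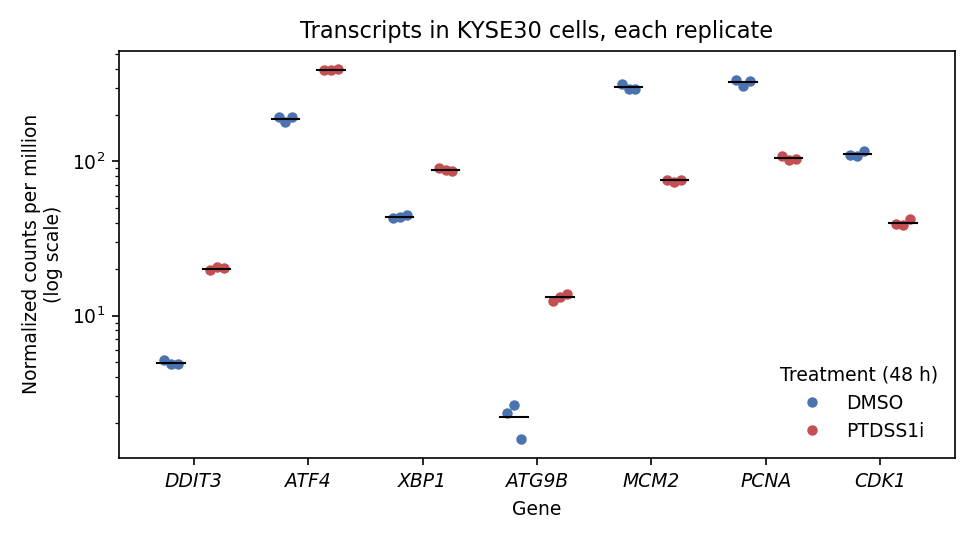
Normalized CPM (vertical axis, log scale) of 7 transcripts in KYSE30 cells after 48 h of DMSO or PTDSS1i. Points are the 3 replicates and lines are their means. The replicates of the treatments do not overlap for any of the genes, and *ATG9B* in DMSO has the widest relative spread, from 1.57 to 2.62.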

To delineate the specific functional networks driving this response, we conducted Gene Set Enrichment Analysis (GSEA) and Gene Ontology Biological Process (GO BP) profiling in KYSE30 cells. These analyses demonstrated a significant positive enrichment for pathways associated with the UPR, PERK-mediated signaling, macroautophagy, and ER stress-induced apoptosis (Figure 3b,c). 

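The annotation sets behind the paper's enrichment analyses were not used here, and 15 hand-written gene lists stood in for them. Each list was tested by limma's camera test on the edgeR statistics of all tested genes, two-sided, with a preset correlation between genes of 0.01. The PERK-ATF4 integrated stress response list had a median log2 fold change of 0.68 over 52 tested genes (adjusted p = 3.28e-17 from limma's camera test with Benjamini-Hochberg adjustment). Of its members, 38 were higher and 3 lower at an adjusted p under 0.05 over all genes, and 38 and 5 when adjusted over the list alone. The list of UPR chaperones and ER-associated degradation genes moved less, with a median of 0.18 over 56 genes (adjusted p = 7.19e-04 from the same camera test). In it, 30 genes were higher and 11 lower, the same numbers when adjusted over the list alone, and 3 of the rises passed the fold-change threshold. The macroautophagy list had a median of 0.45 over 83 genes (camera adjusted p = 4.82e-16), with 63 genes higher and 6 lower, or 64 and 6 adjusted over the list alone. The ER stress-induced apoptosis list had a median of 0.48 over 38 genes (camera adjusted p = 7.04e-10), with 23 genes higher and 9 lower by either adjustment. The lysosome list had a median of 0.36 over 67 genes (camera adjusted p = 8.97e-07), with 49 genes higher and 10 lower, or 50 and 10 adjusted over the list alone. All 5 of these lists had an adjusted p under 0.05 in limma's fry test, the largest being 2.96e-04. Camera was also run with the correlation estimated from the data, which replaced the edgeR statistics by limma's own. Larger p-values in it therefore need not come from the correlation. In it, the macroautophagy and ER stress-induced apoptosis lists stayed under 0.05 (camera adjusted p = 0.0279 and 0.0349). The PERK-ATF4, lysosome and UPR chaperone lists did not (camera adjusted p = 0.0929, 0.0856 and 0.222). In Fisher's exact test of over-representation, the UPR chaperone and lysosome lists had adjusted p-values of 0.813 and 0.321, and the other 3 of these lists stayed under 0.05. In the 9 other splits of the 6 libraries into groups of 3, between 10 and 12 of the 15 lists also had a camera adjusted p under 0.05, against 13 for the real split. Each of these splits puts 2 DMSO libraries against 1, so it keeps part of the treatment change and is not a reference without change.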

Inversely, gene sets essential for DNA replication, double-strand break repair, and cell cycle checkpoint signaling were depleted (Figure 3b). 

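The DNA replication list had a median log2 fold change of -1.52 over 65 tested genes in KYSE30 cells (adjusted p = 1.53e-82 from limma's camera test with Benjamini-Hochberg adjustment). Of its members 62 were lower and 1 was higher, by adjustment over all genes or adjusted over the list alone. The double-strand break repair list had a median of -1.11 over 71 genes (camera adjusted p = 3.26e-31), with 62 genes lower and 4 higher by either adjustment. The cell cycle checkpoint list had a median of -1.52 over 63 genes (camera adjusted p = 6.41e-61), with 60 genes lower by either adjustment. Some genes are on more than a single list. A list of G2/M and mitosis genes had a median of -1.52 over 50 genes (camera adjusted p = 5.10e-62), with 49 lower by either adjustment. These 4 lists kept an adjusted p under 0.05 in fry, the largest being 7.29e-06. With the correlation estimated from the data, the double-strand break repair list stayed under 0.05 (camera adjusted p = 0.0279). The DNA replication, checkpoint and G2/M lists gave 0.0767, 0.0548 and 0.0548. The p53 target list went both ways, with a median of 0.17, 15 genes higher and 10 lower by either adjustment (camera adjusted p = 5.65e-04, and 0.0921 with the estimated correlation). The cytosolic ribosomal protein list had a median of -0.070 over 76 genes, with a camera adjusted p of 0.170. Its adjusted p was 0.0401 in preranked enrichment by fgsea, and in camera 0.0273 with counts scaled by library size alone and 0.0432 without DMSO replicate 2. In it 2 genes were higher and 25 lower, or 1 and 23 adjusted over the list alone.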

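Fig. 3d shows 20 genes, which the study chose with these libraries in hand, so the directions below are not independent evidence. In KYSE30 cells 12 of them were higher and 8 lower past the fold-change threshold, by adjustment over all tested genes and adjusted over the list alone. Among the UPR genes, *EIF2AK3*, which encodes PERK, had a log2 fold change of 1.54, and *ATF3* of 2.13 (adjusted p = 1.08e-14 and 2.05e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the apoptosis genes, *TP53INP1*, *PMAIP1* and *TRIB3* had log2 fold changes of 2.32, 1.69 and 1.63. *TP53INP1* varied in DMSO, with 16.8, 26.5 and 23.0 normalized CPM in replicates 1 to 3, against 110.3 ± 0.591 (SD, n = 3) in PTDSS1i. Among the autophagy genes, *WIPI1* rose from 0.662 ± 0.0838 to 8.21 ± 1.01 normalized CPM (SD, n = 3), a log2 fold change of 3.63 (standard error 0.19, adjusted p = 3.69e-13 from the edgeR test). The exons of *WIPI1* overlap those of *ARSG*, those of *CCNA2* overlap *EXOSC9*, and those of *CHEK1* overlap *STT3A*. The exons of *EIF2AK3* overlap those of *EIF2AK3-DT*. *MAP1LC3B2*, a near copy of *MAP1LC3B* whose reads the authors' counting could have split between the genes, had 231 counts over the 6 libraries and a log2 fold change of 1.13. *MAP1LC3B* itself, which is not among the 20 genes, had a log2 fold change of 0.94 over 11885 counts. Among the proliferation genes, *CDC45* and *ORC1* had log2 fold changes of -2.05 and -2.02, *CCNA2* of -1.70, *CHEK1* of -1.46 and *CCNE1* of -1.03. The change of CCNE1 in KYSE30 passed the fold-change threshold narrowly, and its log2 fold change was -0.97 without either PTDSS1i replicate 1 or PTDSS1i replicate 3.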

A targeted heatmap of core regulatory networks further confirmed this architectural shift, illustrating the synchronized upregulation of the UPR, autophagic, and apoptotic gene clusters, which inversely mirrored the collapse of the proliferative gene signature (Figure 3d).

Next, we sought to determine whether this metabolic stress signature was an ESCC-specific phenomenon or a conserved consequence of PTDSS1 blockade. 

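The second set of libraries is labelled U138MG, with 3 treated and 3 vehicle cultures. Total counts were 19141002, 22304205 and 21350507 in DMSO replicates 1 to 3, and 23933202, 22839892 and 26514658 in PTDSS1i replicates 1 to 3. Its table lists 78691 genes, 43615 of them without a count in any library. The tables of the lines share 30358 Ensembl identifiers, so they were made with different gene annotations. After the low-count filter, 17666 genes were tested, holding 99.9% of the counts. The biological coefficient of variation was 0.0452, and replicate pairs differed by more than the sampling noise, with a chi-square per degree of freedom between 2.41 and 4.22. The labels give each cell line its own batch, so batch and cell line cannot be told apart. The labels also give the KYSE30 growth medium for these cultures, whereas the paper's methods give DMEM. As the libraries are named by their label only, their lineage markers were read in the DMSO libraries, in CPM of the library total. These markers were chosen after their values were seen. *KRT5*, a keratin of squamous epithelium, had 1469.5 ± 83.4 CPM (SD, n = 3), and *KRT15* 4861 ± 329.7. The epithelial genes *CDH1*, *TP63* and *EPCAM* had 463 ± 2.14, 276 ± 7.36 and 248 ± 8.52 CPM. *VIM*, which encodes vimentin, had 0.206 ± 0.0662 CPM, from 3 to 11 counts in each of the 6 libraries. *SPARC* and *COL1A1*, mesenchymal genes, had 713 ± 13.1 and 54.5 ± 1.41 CPM. In the KYSE30 DMSO libraries, *KRT5* had 0.0608 ± 0.0672 and *VIM* 3.99 ± 0.928 CPM. Results for this line are therefore given for the libraries labelled U138MG.

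**Figure D2:**
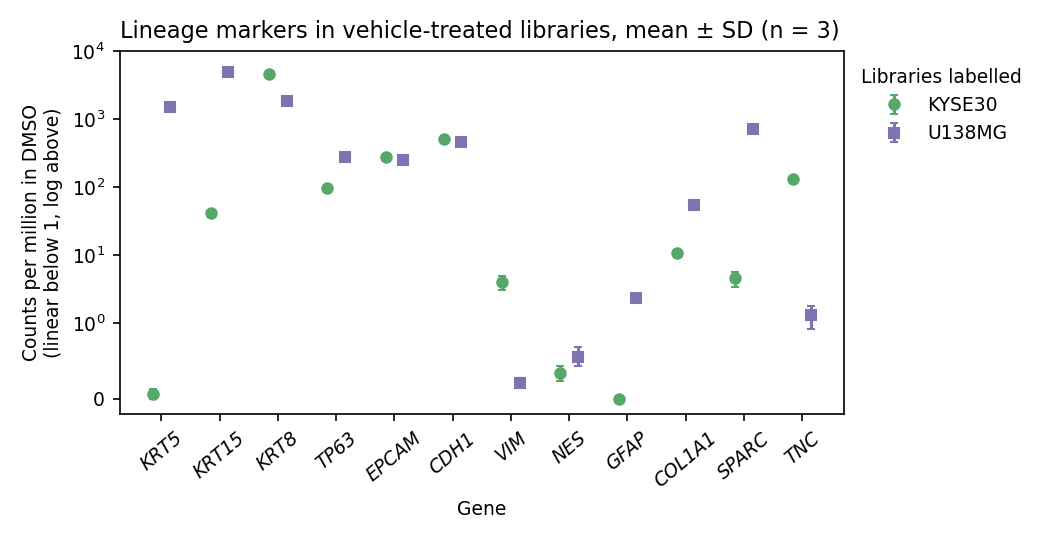
CPM (vertical axis, linear below 1 and logarithmic above) of lineage marker genes in the DMSO libraries labelled KYSE30 and U138MG. Points are means and bars are the SD of 3 libraries. *KRT5* and *VIM* lie far apart in the libraries labelled U138MG, at 1469.5 and 0.206, while *SPARC* reaches 713.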

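In the libraries labelled U138MG, 1446 genes were higher and 2048 were lower after PTDSS1i treatment, of 17666 tested. The treatments did not overlap for 3455 of these 3494 genes, and for 71.4% of all tested genes, against 10% by chance. The count that moved most with a stricter filter was that of lower genes, 1273 when 10 counts were required in every library. *KRT75* rose from 1.14 ± 0.208 to 150.1 ± 11.5 normalized CPM (SD, n = 3), a log2 fold change of 7.04 (standard error 0.095, adjusted p = 2.36e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ETV5* and *CREB5* rose by 6.93 and 6.92. The exons of *ETV5* overlap those of *DGKG*, and those of *KRT75*, *KRT13* and *IGFN1* overlap unnamed genes. The DMSO libraries had at most 3 counts of *LOC107986668* and *IGFN1*, which were at least 68.5-fold and 65.8-fold higher in PTDSS1i. *KRT13* fell from 81.4 ± 10.7 to 0.307 ± 0.107 normalized CPM (SD, n = 3), a log2 fold change of -8.05 (standard error 0.20, adjusted p = 3.51e-10 from the edgeR test). *KRT4*, *KCNH4* and *CERNA2* had log2 fold changes of -7.31, -6.05 and -5.64, and *EDN2*, with at most 3 counts in each PTDSS1i library, was at least 73.5-fold lower.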

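Of the genes named for KYSE30 cells, *DDIT3* rose from 5.58 ± 0.890 to 57.1 ± 0.688 normalized CPM (SD, n = 3) in the libraries labelled U138MG, a log2 fold change of 3.37 (standard error 0.081, adjusted p = 6.15e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *TRIB3*, *ATF3*, *ERN1* and *XBP1* had log2 fold changes of 3.45, 3.20, 2.20 and 1.82, and *ATF4* of 0.96. *HERPUD1*, a UPR gene that the paper names elsewhere, had a log2 fold change of 2.03, and of 1.48 in KYSE30. The autophagy genes *ATG9B* and *WIPI1* had log2 fold changes of 2.46 and 2.28. The falls of replication genes were smaller, with log2 fold changes of -0.44 for *MCM2*, -0.43 for *PCNA* and -0.28 for *CHEK1*, whereas *CDK1* had -1.26 and *CCNA2* -1.55. *TP53INP1* fell and *CCNE1* rose, with log2 fold changes of -0.75 and 0.52 (adjusted p = 1.31e-05 and 5.29e-04 from the edgeR test). Across the 13990 genes tested in both lines, the log2 fold changes had a Pearson correlation of 0.378 and a Spearman correlation of 0.348, and 61.7% had the same sign. These are correlations across genes, which are not independent replicates. Among the 6850 genes with an adjusted p under 0.05 in both lines, 69.5% had the same sign. The lines shared 295 genes called higher, against 54.8 by chance, and 298 called lower, against 81.1 by chance. A test of the difference itself, the interaction of cell line and treatment, found 9188 of 18405 genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.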

Transcriptomic profiling of the GBM model (U138MG) corroborated a remarkably similar stress response. Both Kyoto Encyclopedia of Genes and Genomes (KEGG) and GO BP analyses in U138MG cells yielded near-identical enrichment profiles, highlighted by significant upregulation in UPR, macroautophagy, and apoptotic signaling pathways (Figure 3e,f). Collectively, these transcriptomic data suggest that the lipid perturbation inflicted by PTDSS1 blockade is likely coupled to ER stress, the mobilization of autophagy, and the engagement of apoptotic pathways.

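In the libraries labelled U138MG, the PERK-ATF4 list had a median log2 fold change of 1.23 over 54 genes (adjusted p = 3.25e-53 from limma's camera test with Benjamini-Hochberg adjustment), with 50 genes higher and 3 lower. *FGF21*, a member with at most 3 counts in each DMSO library, does not change this median when set to its lower bound. The UPR chaperone list had a median of 0.68 over 57 genes (camera adjusted p = 1.36e-19), with 52 genes higher and 3 lower. The ER stress-induced apoptosis list also had a median of 0.68 (camera adjusted p = 1.53e-12), with 28 higher and 6 lower. The macroautophagy list moved less, with a median of 0.18 over 81 genes (camera adjusted p = 4.215e-06), 45 higher and 11 lower. The lysosome list had a median of 0.40 (camera adjusted p = 1.95e-10), with 46 higher and 11 lower. The G2/M and mitosis list fell most, with a median of -1.65 (camera adjusted p = 1.40e-50). The checkpoint, DNA replication and double-strand break repair lists had medians of -0.75, -0.43 and -0.36 (camera adjusted p = 8.59e-13, 2.18e-06 and 1.35e-04). They had 49, 49 and 45 genes lower, and 10, 5 and 12 higher. The p53 target list had a median of 0.45 with 20 genes higher and 11 lower, and the ribosomal protein list of -0.11 (camera adjusted p = 6.20e-05 and 2.59e-04). The member counts of these lists were the same when adjusted over the list alone. In fry all of them had an adjusted p under 0.05, the largest being 0.00612 for the ribosomal protein list. With 67.5% of all tested genes at an adjusted p under 0.05 in edgeR, passing fry says little about enrichment here too. With the correlation estimated from the data, only the PERK-ATF4 and ER stress-induced apoptosis lists stayed under 0.05 (camera adjusted p = 0.0447 for both). Fisher's exact test of over-representation gave adjusted p-values of 0.0526 for macroautophagy, 0.0737 for lysosome, 0.602 for double-strand break repair and 1 for both DNA replication and ribosomal proteins. The 9 other splits of the 6 libraries gave between 8 and 13 lists with a camera adjusted p under 0.05, against 15 for the real split, but they too keep part of the treatment change. In the camera test on the interaction of cell line and treatment, with the preset correlation, 7 of the 15 lists had an adjusted p under 0.05, among them DNA replication (adjusted p = 3.18e-30). Of 100 drawn splits within the lines, 56 gave as many lists, the real one included. The others of these 56 sort the DMSO libraries of the lines unequally and so keep part of the treatment change, while the 44 draws with equal sorting gave from 0 to 6 lists. Camera with the correlation estimated from the data gave 0 lists, with 5 at an unadjusted p under 0.05, and fry gave 13, both chosen after seeing the values. Fry asks whether a list's change differs at all, and camera whether it differs more than that of other genes. By camera, how many lists differ between the lines depends on the setting. For the DNA replication list, the member quartiles of the log2 fold change did not overlap. The lower and upper quartiles were -1.82 and -1.24 in KYSE30, and -0.68 and -0.13 in the libraries labelled U138MG.

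**Figure D3:**
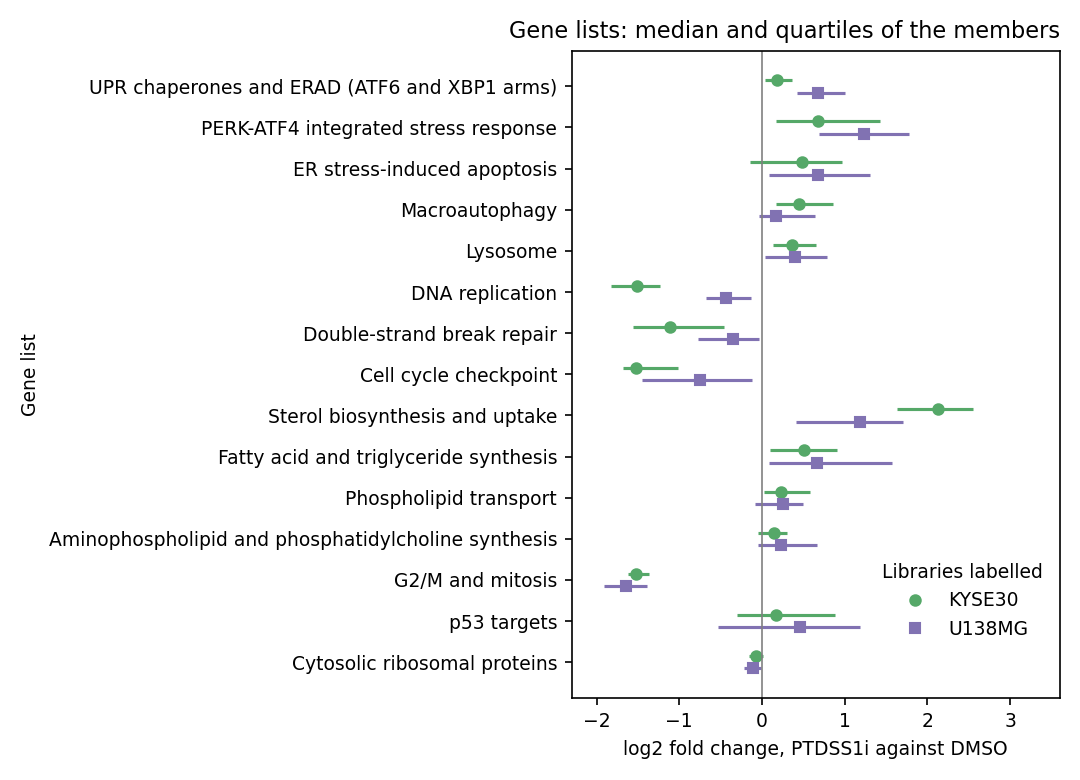
Log2 fold change of PTDSS1i against DMSO (horizontal axis) for 15 gene lists. Circles are medians over the members in KYSE30 libraries and squares those in libraries labelled U138MG, and lines span the quartiles of the members. The DNA replication list lies at -1.52 in KYSE30 and at -0.43 in the libraries labelled U138MG.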

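The lists on lipid metabolism were read in both lines. The sterol biosynthesis and uptake list had a median log2 fold change of 2.13 over 29 genes in KYSE30 and of 1.18 over 30 genes in the libraries labelled U138MG (adjusted p = 3.49e-79 and 5.57e-42 from limma's camera test with Benjamini-Hochberg adjustment). In each line 26 of its genes were higher, with 2 lower in KYSE30 and 4 lower in the libraries labelled U138MG, also when adjusted over the list alone. The fatty acid and triglyceride synthesis list had medians of 0.51 and 0.67 (camera adjusted p = 4.82e-12 and 7.445e-18), and the phospholipid transport list of 0.23 and 0.25 (camera adjusted p = 1.64e-04 and 0.0140). Of the fatty acid and triglyceride list, 23 genes were higher and 7 lower in KYSE30 by either adjustment. In the libraries labelled U138MG 23 were higher and 6 lower, or 24 and 6 adjusted over the list alone. Of the phospholipid transport list, 29 genes were higher and 7 lower in KYSE30, and 28 and 10 in the libraries labelled U138MG, by either adjustment. The aminophospholipid and phosphatidylcholine synthesis list, with medians of 0.15 and 0.23, passed in the libraries labelled U138MG only (camera adjusted p = 0.170 and 0.00297). In KYSE30 12 of its genes were higher and 5 lower, or 12 and 6 adjusted over the list alone, against 17 and 4 by either adjustment in the libraries labelled U138MG. With the correlation estimated from the data, the phospholipid transport list in KYSE30 was the only 1 of these with an adjusted p under 0.05 (camera adjusted p = 0.0349), while in fry all were under it in both lines. In Fisher's exact test of over-representation, the phospholipid transport and aminophospholipid lists had adjusted p-values of 0.261 and 0.867 in KYSE30, and in the libraries labelled U138MG the former had 0.946 and the latter was also over 0.05. *PTDSS1* itself was unchanged within error in KYSE30, at 165 ± 12.8 normalized CPM in DMSO and 159 ± 4.96 in PTDSS1i (SD, n = 3), with an adjusted p of 0.494 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the libraries labelled U138MG it had a log2 fold change of -0.38 (standard error 0.044, adjusted p = 1.065e-08 from the edgeR test). *PTDSS2*, which makes phosphatidylserine from phosphatidylethanolamine only, had log2 fold changes of 0.11 and -0.049 (adjusted p = 0.128 and 0.677 from the edgeR test). With both lines fitted together, that of KYSE30 was 0.15 with an adjusted p of 0.0417 from the edgeR test. *PISD*, which makes phosphatidylethanolamine from phosphatidylserine and whose exons overlap those of *SFI1*, had log2 fold changes of -0.14 and 0.21 (adjusted p = 0.0537 and 0.00190 from the edgeR test). *NPC1*, a sterol transporter whose exons overlap those of *RMC1*, had 1.23 and 1.83 (adjusted p = 1.81e-14 and 5.82e-26 from the edgeR test). *PTDSS1* had 3.29 ± 0.331 times the normalized counts of *PTDSS2* in KYSE30 DMSO libraries and 8.21 ± 0.975 times in DMSO libraries labelled U138MG (SD, n = 3), without correction for transcript length. From the enrichment of the UPR, autophagy and apoptosis pathways in both lines, the paper proposes that the lipid perturbation caused by PTDSS1 blockade is coupled to ER stress, autophagy and apoptosis.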

### 2.5. PTDSS1 Blockade Precipitates ER Stress and Global Translational Repression

To experimentally validate this ER crisis and dissect its molecular drivers, we next targeted the canonical UPR network, a stress surveillance system that monitors both protein folding capacity and membrane lipid homeostasis [28,29]. Consistent with our transcriptomic predictions, the interrogation of the UPR revealed a dose-dependent induction of hallmark effectors DDIT3 and ATF4 at the mRNA level in ESCC cells (Figure 4a,b). We further examined the three canonical branches of the UPR: PERK, IRE1a, and ATF6 [30]. PTDSS1i treatment triggered phosphorylation of eIF2a via the PERK branch (Figure 4c). Simultaneously, we observed the accumulation of cleaved p50-ATF6a and the IRE1a-mediated induction of *spliced-XBP1* (*sp-XBP1*), indicating the activation of the UPR network (Figure 4d,e). A critical downstream consequence of eIF2a phosphorylation is the attenuation of global protein synthesis. Utilizing the surface sensing of translation (SUnSET) assay, we demonstrated that PTDSS1 inhibition repressed de novo translation in ESCC cells, mirroring the profound blockade induced by cycloheximide (CHX) (Figure 4f).

To determine whether this ER crisis is a conserved mechanism across PTDSS1-dependent malignancies, we extended our analysis to the GBM model. Corroborating our findings in ESCC, PTDSS1 inhibition in U138MG cells elicited a parallel upregulation of UPR effectors, including *DDIT3*, *ATF4*, *HERP*, and *sp-XBP1* (Figure 4g). This was accompanied by the phosphorylation of eIF2a and ATF6 activation (Figure 4h), leading to a consequent global suppression of de novo protein synthesis (Figure 4i). Collectively, these findings establish that PTDSS1 is essential for maintaining ER function, and its pharmacological inhibition triggers an ER stress response that culminates in the shutdown of cellular protein machinery.

### 2.6. PTDSS1 Blockade Triggers a Compensatory, Cytoprotective Autophagic Response

Autophagy functions as a central adaptive mechanism to mitigate ER stress and remodel damaged organelles [28,29]. Driven by the ER stress and transcriptomic shifts associated with PTDSS1 blockade, we investigated whether tumor cells mobilize this autophagic machinery as an adaptive response to the targeted lipid crisis. To distinguish de novo autophagic flux from a block in lysosomal clearance, we utilized the lysosomal inhibitor chloroquine (CQ). Immunoblot analysis in ESCC (KYSE30) and GBM (U138MG) models revealed that CQ co-treatment further augmented the PTDSS1i-induced accumulation of LC3-II compared to either treatment alone, confirming the induction of a complete autophagic flux (Figure 5a,b). This active autophagic state was corroborated by indirect immunofluorescence, which showed a redistribution of diffuse LC3 into cytosolic puncta following PTDSS1 inhibition (Figure 5c).

We then evaluated the functional consequence of this autophagic engagement by genetically ablating the core elongation factor ATG5 in KYSE30 cells (Figure 5d). Disruption of autophagy failed to rescue cells from PTDSS1i-induced cytotoxicity and instead sensitized them to the inhibitor. ATG5 depletion during PTDSS1i treatment exacerbated apoptotic cell death, evidenced by enhanced PARP cleavage (Figure 5d) and an accelerated loss of cell viability (Figure 5e). These data indicate that the autophagic response serves as a compensatory, cytoprotective mechanism deployed by tumor cells to maintain organelle homeostasis.

To define how the lipid depletion signal is transduced to the autophagic machinery, we focused on the ER stress triggered by PTDSS1 inhibition. We postulated that the PERK branch acts as a metabolic checkpoint, reprogramming the cell toward a cytoprotective autophagic state in response to the PS-PE imbalance. Silencing PERK expression in KYSE30 cells prior to PTDSS1i exposure significantly blunted the drug-induced LC3-I to LC3-II conversion (Figure 5f). Collectively, these data delineate a stress-response axis where PS and PE depletion induces ER stress, driving a compensatory autophagic flux that is significantly mediated by PERK. Ultimately, the progression to apoptosis indicates that this adaptive mechanism is insufficient to resolve the lipid crisis.

### 2.7. Exogenous PS Supplementation Rescues PTDSS1i-Induced ER Stress and Cytotoxicity

To determine whether the observed ER stress and cytotoxicity are direct consequences of PS depletion, we performed a metabolic rescue experiment. Cells were supplemented with exogenous PS liposomes to bypass the PTDSS1 enzymatic blockade. PTDSS1i treatment induced the transcriptional upregulation of UPR markers DDIT3, ATF4, and sp-XBP1 in KYSE30 and U138MG cells. Concurrent administration of 80 μM PS liposomes reversed this induction (Figure 6a,b).

In prolonged cell viability assays, supplementation with exogenous PS protected tumor cells against cell death induced by PTDSS1 inhibition. As observed over a 7-day time course, PS addition remodeled dose–response curves and restored proliferative capacity (Figure 6c,d). These observations verify that both UPR activation and subsequent cytotoxicity upon PTDSS1 silencing are specific on-target effects arising from intracellular PS depletion.

### 2.8. Pharmacological Blockade of PTDSS1 Exhibits Potent In Vivo Anti-Tumor Efficacy

To determine whether PTDSS1 dependency constitutes a viable therapeutic vulnerability in vivo, we established an ESCC xenograft model using KYSE30 cells. Once tumors reached approximately 100 mm^3^, mice were randomized to receive either vehicle or PTDSS1i. Consistent with our in vitro findings, PTDSS1 blockade significantly impaired tumor progression. Longitudinal monitoring revealed marked suppression of tumor growth kinetics in the PTDSS1i-treated cohort, in contrast to the rapid exponential expansion observed in vehicle-treated controls (Figure 7a). By the experimental endpoint, PTDSS1 inhibition had reduced terminal tumor weight by approximately 60% (Figure 7b).

Importantly, this targeted intervention conferred a substantial survival benefit. Kaplan–Meier analysis demonstrated that mice receiving PTDSS1i exhibited prolonged overall survival (Figure 7c). Moreover, the PTDSS1i regimen was well-tolerated. We observed no significant body weight loss or gross systemic toxicity throughout the study duration (Figure 7d), supporting a favorable therapeutic window where non-transformed tissues maintain systemic lipid homeostasis despite PTDSS1 inhibition. Collectively, these data validate PTDSS1 as an actionable metabolic target, demonstrating that exploiting this specific phospholipid dependency yields in vivo anti-tumor efficacy.

### 2.9. PTDSS1 Expression Serves as a Generalized Prognostic Indicator Across Multiple Human Malignancies

To evaluate the broader clinical relevance of our findings beyond ESCC and GBM, we performed an extensive pan-cancer analysis using integrated transcriptomic data from the TCGA and GTEx databases (Figure 8). Computational profiling revealed that PTDSS1 mRNA is significantly upregulated across a diverse spectrum of human cancers compared to their corresponding normal tissues, including thymoma (THYM), diffuse large B-cell lymphoma (DLBC), testicular germ cell tumors (TGCT), colon adenocarcinoma (COAD), and lung squamous cell carcinoma (LUSC) (Figure 8a).

We further investigated whether this aberrant expression translates into clinical outcomes. Kaplan–Meier survival analysis demonstrated that elevated PTDSS1 levels are strongly associated with diminished OS in several aggressive malignancies, most notably in lung adenocarcinoma, liver hepatocellular carcinoma, and head and neck squamous cell carcinoma (Figure 8b). Collectively, these pan-cancer data suggest that the PTDSS1-dependent metabolic axis is a conserved feature of malignant progression, identifying PTDSS1 as a promising and broadly applicable prognostic biomarker and therapeutic target in oncology.

## 3. Discussion

Our study identifies PTDSS1 as a targetable metabolic dependency in ESCC and GBM. We demonstrate that PTDSS1 blockade induces a specific collapse of the PS-PE metabolic axis, which is functionally coupled to ER stress, a compensatory autophagic response, and terminal apoptosis. Crucially, this stress cascade exploits the rigid biosynthetic demands of aggressive malignancies, providing a therapeutic window that spares non-transformed tissues.

A central mechanistic question arising from our findings is how a specific reduction in membrane lipids translates into the UPR signaling and cytotoxicity observed. Canonical UPR is typically driven by the luminal accumulation of misfolded proteins, while recent work has established lipid bilayer stress (LBS) as an alternative, independent upstream trigger of the UPR cascade [31,32,33]. PS and PE are indispensable structural lipids that govern ER membrane curvature and lateral lipid packing density [34]. We hypothesize that their depletion upon PTDSS1 blockade physically destabilizes the ER lipid bilayer, thereby engaging UPR transducers. However, we acknowledge that without direct biophysical assays evaluating membrane fluidity or lipid packing, this LBS-driven mechanism remains a speculative working model. Furthermore, this physical stress may be compounded by impaired ER calcium retention, as prior studies have linked shifts in phospholipid composition to disrupted SERCA-mediated calcium homeostasis [35].

Following the induction of ER stress, cells mobilize a PERK-dependent, cytoprotective autophagic response. As demonstrated by our ATG5 ablation studies, the engagement of this autophagic machinery serves as a critical survival mechanism to buffer against PTDSS1i-induced toxicity. While autophagy canonically recycles intracellular components to restore homeostasis, the irreversible enzymatic blockade of PTDSS1 strictly prevents the de novo synthesis of the essential PS headgroup. Consequently, the autophagic degradation of existing organelles fails to replenish the depleted aminophospholipid pools, rendering this compensatory response a fundamentally futile catabolic cycle. The persistence of this unresolvable lipid crisis ultimately exhausts cellular adaptive capacity, driving the UPR to transition toward terminal apoptotic signaling. This progression reflects an adaptive failure, where the severity of the PS-PE collapse simply overwhelms the cellular compensatory machinery.

Crucially, this targeted cytotoxicity is highly selective to tumor cells, sparing non-transformed counterparts. We attribute this therapeutic window to a disparity in baseline biosynthetic burden and isoform reliance. As supported by our transcriptional profiling, sensitive tumor cells exhibit a markedly elevated PTDSS1/PTDSS2 ratio, reflecting a strict dependency on PTDSS1 to sustain rapid membrane biogenesis. In this high demand state, the basal capacity of PTDSS2 is kinetically insufficient to compensate for PTDSS1 blockade. In contrast, non-transformed cells operate with lower proliferative demands; thus, the basal PS synthesis provided by PTDSS2 appears sufficient to maintain membrane integrity. PTDSS1 inhibition exploits a specific quantitative vulnerability in metabolic demand, where cancer cells lack the biosynthetic flexibility to survive the blockade.

In summary, our work establishes PTDSS1 as an essential maintainer of ER structural homeostasis, extending its known role beyond basal phospholipid biosynthesis. We demonstrate that the pharmacological blockade of PTDSS1 induces a targeted collapse of the PS-PE axis, which provokes ER stress and subsequently drives a futile catabolic cycle. By exploiting the rigid lipid biosynthetic demands of cancer cells, these findings validate the targeted disruption of PS biosynthesis as a highly specific and viable therapeutic strategy against aggressive solid tumors.

## 4. Materials and Methods

### 4.1. Cell Culture and Reagents

Human ESCC (KYSE30, KYSE510), GBM (U251MG, U138MG, T98G, LN-18), and control cell lines (HET-1A, and SVG p12) were obtained from the ATCC (Manassas, VA, USA) or JCRB (Ibaraki City, Japan) cell banks. Cells were all maintained at 37 °C in a humidified incubator with 5% CO_2_. Culture media were supplemented with 1% penicillin-streptomycin and fetal bovine serum (FBS) as follows: U251MG, U138MG, T98G and LN18 in DMEM; KYSE30 and KYSE510 in RPMI-1640/Ham’s F-12 (1:1); SVG p12 was cultured in Eagle’s Minimum Essential Medium (EMEM). HET-1A was cultured in Bronchial Epithelial Basal Medium (BEBM) supplemented with the BEGM™ SingleQuots™ Kit (Lonza, Basel, Switzerland). All cell lines were authenticated by STR profiling and routinely confirmed to be mycoplasma-free.

Key reagents included Chloroquine (MCE) and the PTDSS1 inhibitor DS55980254 (ProbeChem, Shanghai, China). Primary antibodies used for immunoblotting were: Anti-PERK (Proteintech, Rosemont, IL, USA, 20582-1-AP-50), anti-p-eIF2a Ser51 (Cell Signaling, Danvers, MA, USA, 3398), anti-eIF2a (Cell Signaling, 5324), anti-ATF6a (Proteintech, 24169-1-AP), anti-puromycin (Sigma-Aldrich, Macquarie Park, NSW, Australia, ZMS1016), anti-GAPDH (HUABIO, Woburn, MA, USA, ET1601-4), anti-b-tubulin (Proteintech, 10094-1-AP).

### 4.2. Animal Models

Animal experiments were conducted in accordance with protocols approved by Westlake University Animal Care and Use Committee. Six-week-old male BALB/c nude mice were obtained from Zhejiang Vital River Laboratory Animal Technology Co., Ltd. (Pinghu City, China) and housed under specific pathogen-free conditions.

To establish the ESCC xenograft model, 5 × 10^6^ KYSE30 cells suspended in 200 μL of a 1:1 mixture of PBS and Matrigel were injected subcutaneously into the right flank of each mouse. Once the average tumor volume reached approximately 100 mm^3^, mice were randomly assigned into two treatment groups (n = 12 per group). To evaluate both terminal tumor burden and long-term survival, each group was equally divided into two parallel sub-cohorts: an endpoint cohort (n = 6, sacrificed on day 21 for tumor weight and volume analysis) and a survival cohort (n = 6, monitored continuously). Mice received either vehicle or PTDSS1i at a dose of 100 mg/kg via daily oral gavage. The vehicle was formulated as a mixture of 5% DMSO, 40% PEG400, 20% of a 10% TPGS solution, and 35% H_2_O. Tumor dimensions were measured every 3 days using digital calipers, and tumor volumes were calculated using the formula V = 0.5 × length × width^2^. Body weights were monitored concurrently to assess systemic tolerability. For survival analysis, mice were euthanized when tumors reached a predefined surrogate volume endpoint of 1500 mm^3^ or upon exhibiting signs of severe morbidity.

### 4.3. Cell Viability and Colony Formation Assays

For viability assays, cells were seeded into 96-well plates (200 cells/well) and treated with DMSO or 100 nM PTDSS1i. The medium was refreshed every two days. On day 7, cell viability was quantified using CellTiter-Glo^®^ 2.0 (Promega, Madison, WI, USA) on a Varioskan LUX Microplate Reader (Thermo Fisher Scientific, Waltham, MA, USA). For colony formation assays, cells were seeded in six-well plates and treated with DMSO or 100 nM PTDSS1i for 7 days, with medium replenishment every 2–3 days. Colonies were fixed with 4% paraformaldehyde, stained with 0.1% crystal violet, and air-dried for imaging.

### 4.4. Cell Cycle Analysis

Cells treated with DMSO or 100 nM PTDSS1i for 48 h were harvested, washed with PBS, and fixed in 75% ethanol at –20 °C overnight. Fixed cells were subsequently washed with cold PBS, incubated with 10 μg/mL RNase A (Beyotime, Shanghai, China) at 37 °C for 30 min, and stained with 5 μg/mL propidium iodide (PI; eBioscience, San Diego, CA, USA) for 30 min at room temperature in the dark. DNA content distribution was analyzed using a CytoFLEX LX flow cytometer (Beckman, Lane Cove, NSW, Australia).

### 4.5. Western Blotting and Surface Sensing of Translation (SUnSET) Assay

To monitor global protein synthesis, a SUnSET assay was performed. Cells were treated with DMSO or 100 nM PTDSS1i for 48 h, labeled with 10 μg/mL puromycin (MCE) for 10 min, and harvested. For standard immunoblotting, cells were lysed in 2 × SDS buffer containing protease inhibitors (Beyotime, P1006) and phosphatase inhibitors (Roche, Basel, Switzerland, 4906845001), sonicated and boiled. Protein concentrations were normalized using the Pierce™ Rapid Gold BCA Assay. Lysates (20 μg) were separated by SDS–PAGE and transferred to PVDF membranes via the eBlot™ L2 system (GenScript, Piscataway, NJ, USA) for 15 min under the standard mode (90–120 V, 200–280 mA). Membranes were blocked with 5% skim milk for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C, followed by HRP-conjugated secondary antibodies. For the SUnSET assay, puromycin incorporation was specifically detected using an anti-puromycin antibody (Sigma-Aldrich, ZMS1016, 1:1000). Signals were detected with SuperSignal™ West Pico PLUS chemiluminescent substrate (Thermo Fisher Scientific, 34580) and imaged with a ChemiDoc™ XRS+ system (Bio-Rad, Gladesville, NSW, Australia).

### 4.6. Lipidomics Analysis

Lipids were extracted using a modified MTBE/methanol protocol. Briefly, 1 × 10^7^ cells were harvested, washed, and resuspended in 1.5 mL methanol and 5 mL MTBE, then agitated for 1 h at room temperature. Phase separation was induced with 1.25 mL MS-grade water followed by centrifugation at 4 °C, 1000× *g* for 10 min. The upper organic layer was collected, and the lower aqueous phase was re-extracted with 2 mL MTBE/methanol/water (10:3:2.5, *v*/*v*/*v*). All combined extracts were dried under nitrogen gas and redissolved in 200 μL dichloromethane/methanol (3:1, *v*/*v*) for subsequent detection.

Lipid profiling was performed using an Agilent 1290 Infinity II UHPLC (Agilent Technologies, Santa Clara, CA, USA) coupled to a Bruker timsTOF Pro2 (Bruker Daltonics, Billerica, MA, USA). Separation was performed on a Waters ACQUITY BEH C18 column (Waters Corporation, Milford, MA, USA) (100 mm × 2.1 mm, 1.7 μm). Mobile phases A (water/methanol, 9:1) and B (acetonitrile/methanol/isopropanol, 2:3:5) were supplemented with 10 mM ammonium acetate and 0.2 mM ammonium fluoride. The 17 min elution gradient (flow rate, 0.3 mL/min; injection volume, 2 μL) was set as follows: 70% B (0–1 min), 70–86% B (1–3.5 min), 86% B (3.5–10 min), 86–100% B (10–11 min), 100% B (11–17 min). Data were acquired in positive and negative ESI modes (*m*/*z* 100–1350) with a TOF resolution ≥ 60,000. TIMS settings: 1/k0, 0.1–1.5 V·s/cm^3^; ramp time, 100 ms; accumulation time, 100 ms. ESI source: capillary voltage 4500 V, nebulizer 2 bar, dry gas 8 L/min (230 °C), sheath gas 4 L/min (400 °C).

### 4.7. RT-qPCR

Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). To remove genomic DNA, RNA was treated with gDNA wiper mix. First-strand cDNA was synthesized using HiScript IV RT SuperMix (Vazyme, Nanjing, China). Quantitative PCR was performed on a Bio-Rad CFX Connect system using Hieff^®^ qPCR SYBR Green Master Mix (YEASEN, Wuhan, China). The thermal cycling conditions were as follows: initial denaturation at 95 °C for 5 min, followed by 40 cycles of 95 °C for 10 s and 60 °C for 30 s. Melting curve analysis was conducted to confirm the specificity of PCR products. The relative gene expression was calculated using the 2^−ΔΔ*Ct*^ method. *GAPDH* was utilized as the internal reference gene for normalization. All RT-qPCR primer sequences and expected amplicon lengths are summarized in Supplementary Table S1.

### 4.8. Preparation of Phosphatidylserine Liposomes

Exogenous PS liposomes were prepared as previously described [36]. Briefly, PS dissolved in chloroform was evaporated to dryness under a stream of nitrogen gas to form a thin lipid film. The lipid film was resuspended in sterile serum-free medium to yield a 5 mM stock solution. To induce liposome formation, the suspension was sonicated on ice using a W-225R sonicator equipped with a 419 microprobe for three 5-min cycles. The resulting liposome suspension was filter-sterilized (0.22 μm) prior to cell treatment.

### 4.9. Immunofluorescence Staining

Cells grown on glass coverslips were treated with 100 nM PTDSS1i for 24 h. After washing with PBS, cells were fixed with 4% paraformaldehyde (PFA) for 15 min and permeabilized with 0.5% Triton X-100 for 5 min at room temperature. Following a 1 h blocking step with 5% BSA, samples were incubated with anti-LC3B primary antibody (1:200; CST, #2775) overnight at 4 °C. Cells were then stained with an Alexa Fluor 488-conjugated secondary antibody (1:500) for 1 h in the dark. Slides were mounted using DAPI-containing antifade medium (Vector Laboratories, Newark, CA, USA) and visualized using a Zeiss LSM 880 confocal microscope (Carl Zeiss, Jena, Germany). Quantitative analysis of LC3B puncta was performed using ImageJ software (version 1.54f), assessing at least 50 cells per condition.

### 4.10. Bioinformatic Analysis of Public Datasets

Transcriptomic and proteomic data were obtained from TCGA [37], GTEx [38], GEO (GSE23400) [39] and CPTAC [40]. PTDSS1 expression was analyzed in ESCC (TCGA: 95 tumors/11 normals) and GBM (TCGA: 207 tumors/GTEx: 163 normals; CPTAC: 199 tumors/18 normals). *PTDSS1* expression was also evaluated across THYM, DLBC, TGCT, COAD, and LUSC (tumor/normal *n*: 118/339, 47/337, 137/165, 275/349, 486/338). All bioinformatic analyses, including differential expression (Mann–Whitney *U* test) and prognostic evaluations (log-rank test), were executed and visualized using GEPIA2 [41].

### 4.11. Statistical Analysis

Data from *n* = 3 independent experiments are presented as mean ± SD. Statistical analyses were performed using GraphPad Prism 10.0. Two-group comparisons were evaluated by the two-tailed Student’s *t*-test (normally distributed data) or the Mann–Whitney *U* test (non-normally distributed data). *p* < 0.05 was considered significant.

## Figures and Tables

**Figure 1:**
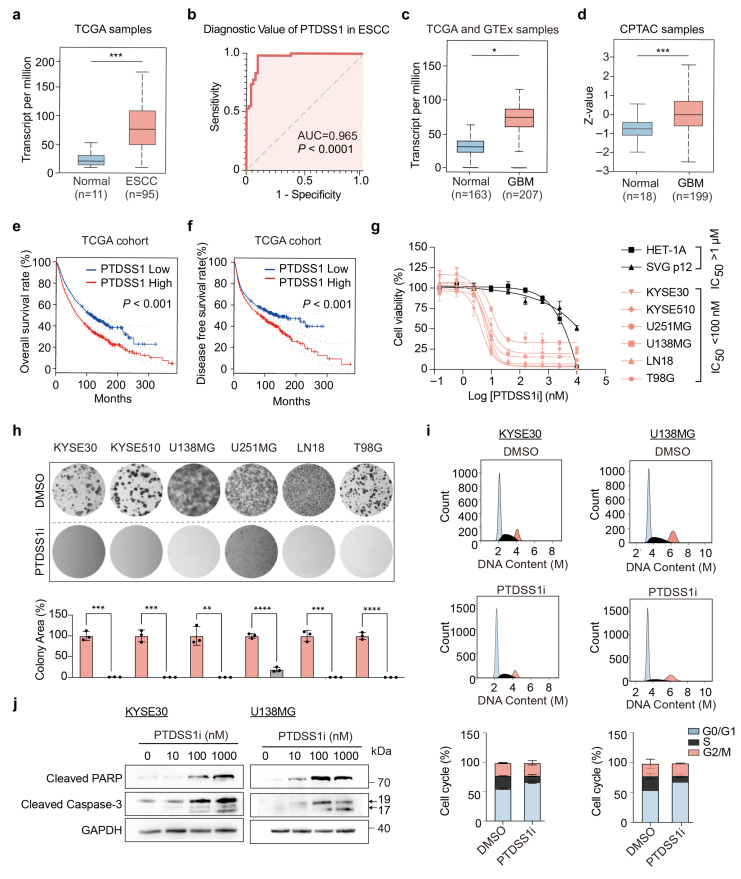
PTDSS1 is overexpressed in ESCC and GBM, and its inhibition suppresses tumor growth in vitro. (**a**). Elevated *PTDSS1* mRNA levels in ESCC tumors (*n* = 95) versus normal tissues (*n* = 11) from the TCGA dataset. (**b**). ROC analysis for ESCC diagnosis in the GSE23400 cohort (AUC = 0.965, *p* < 0.0001). (**c**). Box plot showing elevated PTDSS1 mRNA expression in TCGA GBM tumors (*n* = 207) compared with GTEx normal brain tissues (*n* = 163). (**d**). Increased PTDSS1 protein abundance in the CPTAC GBM cohort (Tumor *n* = 199, Normal *n* = 18; *p* < 0.001). (**e**,**f**) Kaplan–Meier analysis of (**e**) Overall survival (OS) and (**f**) disease-free survival (DFS) in the TCGA pan-cancer cohort. High *PTDSS1* expression correlates with poor prognosis (*p* < 0.001). (**g**). Dose–response curves of various human cancer and immortalized cell lines treated with PTDSS1i for 7 days. Cell lines are categorized into sensitive (IC_50_ < 100 nM, red) and resistant (IC_50_ > 1 µM, black) groups (*n* = 3). (**h**). Representative images and quantification of colony formation assays illustrating the abrogation of clonogenic survival in ESCC and GBM cell lines following long-term PTDSS1i exposure (*n* = 3). (**i**). Flow cytometric analysis of cell cycle distribution in KYSE30 and U138MG cells following treatment with DMSO or 100 nM PTDSS1i (*n* = 3). Top: representative histograms; bottom: quantitative percentage of cells in G0/G1, S, and G2/M phases. (**j**). Immunoblot analysis of cleaved PARP and cleaved Caspase-3, indicating dose-dependent induction of apoptosis following PTDSS1i treatment. Data are presented as mean ± SD from at least three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 by two-tailed Student’s *t*-test (**a**–**d**,**h**,**i**) or log-rank test (**e**,**f**).

**Figure 2:**
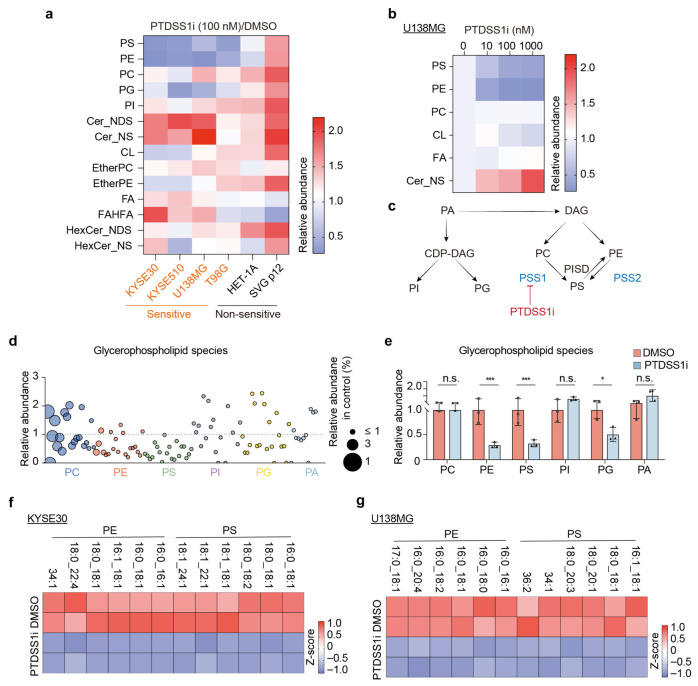
PTDSS1 inhibition enforces a selective collapse of the PS-PE metabolic axis. (**a**). Major lipid alterations in different tumor cells following treatment with DMSO or 100 nM PTDSS1i for 72 h. Data are presented as a heatmap of the percentage of vehicle control. (**b**). Dose-dependent lipidomic changes in U138MG cells treated with varying concentrations of PTDSS1i. (**c**). Schematic representation of major glycerophospholipid metabolism. Black arrows indicate the direction of metabolic flux. Blue text represents key PS synthetic enzymes, and the red text accompanied by a perpendicular line denotes the pharmacological blockade of PTDSS1 by PTDSS1i. (**d**). Fold-change analysis of individual glycerophospholipid species following treatment with DMSO or PTDSS1i. Circle size indicates the abundance of each of 100 phospholipids detected in control cells. Data are presented as the mean of three groups. (**e**). Bar graph showing changes in various glycerophospholipids in KYSE30 cells treated with DMSO or 100 nM PTDSS1i (mean ± SD of three independent experiments). (**f**,**g**). Heatmaps depicting the relative abundances (Z-score normalized) of specific PE and PS lipid molecules in KYSE30 (**f**) and U138MG (**g**) cells following PTDSS1i treatment. Statistical significance was determined using two-way ANOVA followed by Sidak’s multiple comparisons test. * *p* < 0.05, *** *p* < 0.001; n.s., not significant.

**Figure 3:**
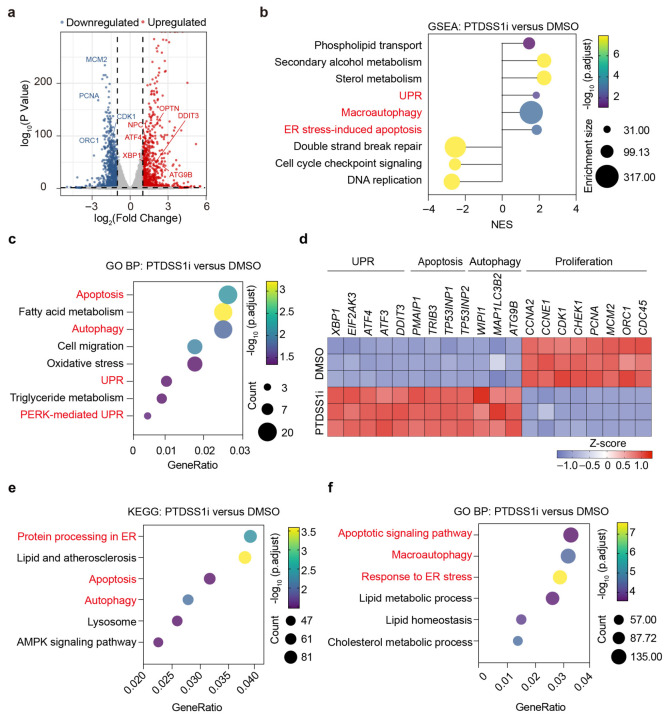
Transcriptomic profiling unveils a coordinated program of ER stress, autophagy, and apoptosis following PTDSS1 inhibition. (**a**). Volcano plot depicting global differential gene expression in KYSE30 cells treated with PTDSS1i versus DMSO control. Significantly upregulated (red) and downregulated (blue) genes are highlighted, with key transcripts involved in the UPR, autophagy, and cell cycle progression annotated. (**b**). GSEA of the KYSE30 transcriptome, illustrating positive normalized enrichment scores (NES) for UPR, macroautophagy, and ER stress-induced apoptosis, alongside negative enrichment for DNA replication and cell cycle checkpoints. (**c**). GO BP enrichment analysis of significantly upregulated pathways in PTDSS1i-treated KYSE30 cells. (**d**). Heatmap illustrating the relative expression (Z-score normalized) of representative gene clusters associated with the UPR, apoptosis, autophagy, and proliferation in KYSE30 cells. (**e**,**f**). KEGG pathway (**e**) and GO BP (**f**) enrichment analyses of differentially expressed genes in the U138MG GBM model treated with PTDSS1i. In panels (**b**,**c**,**e**,**f**), pathways highlighted in red text denote the key cellular stress responses (UPR, autophagy, and apoptosis) focused on in this study.

**Figure 4:**
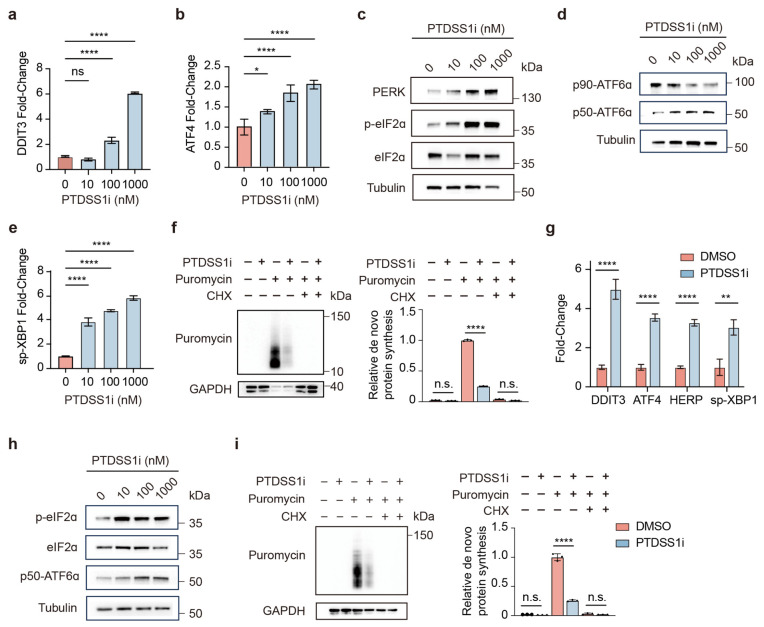
PTDSS1 blockade precipitates ER stress and global translational repression. (**a**–**f**) PTDSS1 inhibition induces UPR signaling and translational repression in KYSE30 cells. (**a**,**b**,**e**). Bar graphs showing dose-dependent increases in mRNA levels of (**a**) *DDIT3*, (**b**) *ATF4*, and (**e**) *sp-XBP1* assessed by RT-qPCR (*n* = 3). (**c**,**d**) Western blot analysis showing dose-dependent effects on UPR protein levels (PERK, p-eIF2a, and p50-ATF6a). (**f**). Surface sensing of translation (SUnSET) assay (left) and corresponding quantitative analysis of relative de novo protein synthesis (right) (*n* = 3). PTDSS1 inhibition severely represses global translation, mirroring the effect of the classical inhibitor CHX. Cells were treated with DMSO or 100 nM PTDSS1i for 48 h, followed by labeling with 10 µg/mL puromycin for 10 min. CHX was used as a positive control. (**g**–**i**) Validation of UPR activation and translational repression in U138MG cells. (**g**). Fold changes in mRNA expression levels of *DDIT3*, *ATF4*, *HERP*, and *sp-XBP1* (*n* = 3). (**h**). Western blot showing UPR pathway protein expression. (**i**). Representative SUnSET assay images and quantitative assessment demonstrating a profound shutdown of the cellular protein synthesis machinery (*n* = 3). Data are presented as mean ± SD from three independent experiments. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001 by two-tailed Student’s *t*-test; n.s., not significant.

**Figure 5:**
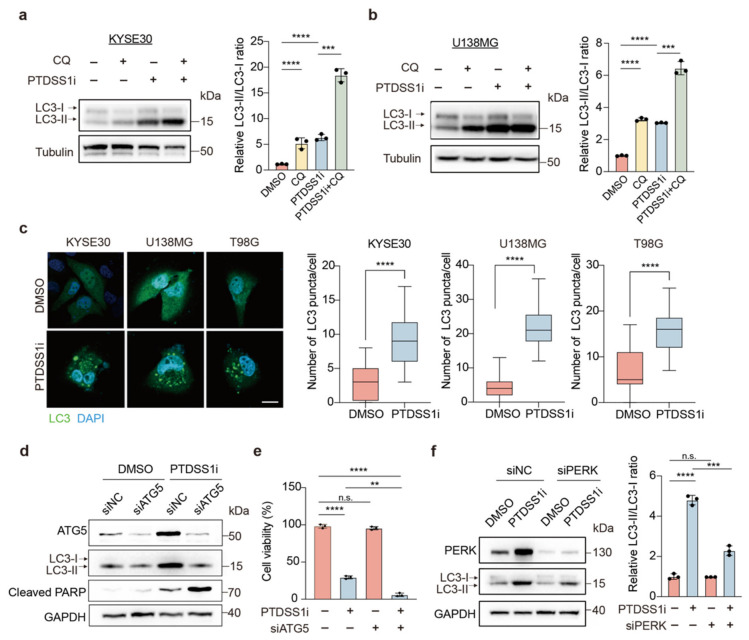
PTDSS1 blockade triggers a compensatory, cytoprotective autophagic flux that is partially mediated by PERK. (**a**,**b**) Autophagic flux analysis in KYSE30 (**a**) and U138MG (**b**) cells. Cells were treated with vehicle (DMSO) or 100 nM PTDSS1i for 48 h, with or without the lysosomal inhibitor chloroquine (CQ, 20 μM) added during the final 6 h. Immunoblots of LC3-I/II (left) and quantification of the LC3-II/LC3-I ratio (right) demonstrate the induction of de novo autophagic flux (*n* = 3). (**c**) Representative confocal immunofluorescence images (left) and box-plot quantification (right) of LC3 puncta formation in KYSE30, U138MG, and T98G cells following a 48h treatment with 100 nM PTDSS1i. Box plots display the median and interquartile range of puncta per cell (*n* = 50 cells per condition). Scale bar, 10 μm. (**d**,**e**) Genetic ablation of autophagy exacerbates PTDSS1i-induced apoptosis. KYSE30 cells were transfected with non-targeting control siRNA (siNC) or siRNA against ATG5 (siATG5) prior to 100 nM PTDSS1i exposure. Immunoblot analysis confirms ATG5 knockdown and shows enhanced PARP cleavage (**d**). Cell viability assays demonstrate significant sensitization to PTDSS1i-induced cytotoxicity following ATG5 depletion (**e**). (**f**) The autophagic response is partially dependent on PERK signaling. KYSE30 cells were transfected with siNC or siPERK followed by PTDSS1i treatment (*n* = 3). Immunoblotting (left) and quantification of the LC3-II/LC3-I ratio (right) reveal that PERK depletion significantly attenuates PTDSS1i-induced LC3 lipidation. Data are presented as mean ± SD from three independent experiments. Statistical significance was determined using one-way ANOVA with Tukey’s multiple comparisons test (**a**,**b**,**e**,**f**) or two-tailed Student’s *t*-test (**c**). ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; n.s., not significant.

**Figure 6:**
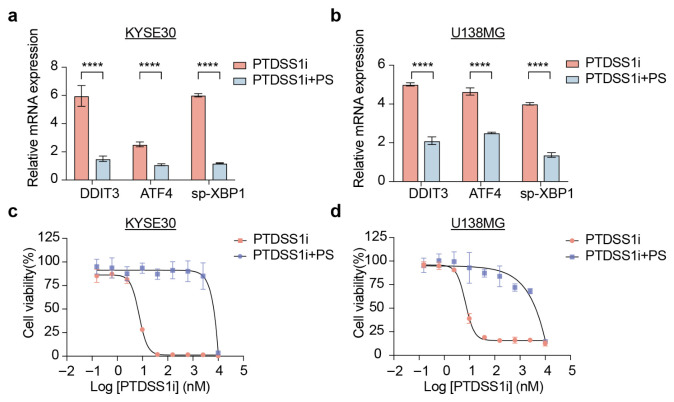
Exogenous PS supplementation rescues PTDSS1i-induced ER stress and cytotoxicity. (**a**,**b**) RT-qPCR analysis of UPR target genes *DDIT3*, *ATF4*, and *sp-XBP1* in KYSE30 (**a**) and U138MG (**b**) cells (*n* = 3). Cells were treated with 1 μM PTDSS1i alone or in combination with 80 μM PS liposomes for 48 h. Data are presented as mean ± SD of three independent experiments. **** *p* < 0.0001 by two-way ANOVA with multiple comparisons test. (**c**,**d**) Cell viability curves for KYSE30 (**c**) and U138MG (**d**) cells (*n* = 3). Cells were treated with varying concentrations of PTDSS1i in the presence or absence of 80 μM PS liposomes for 7 days. Data are presented as mean ± SD (*n* = 3).

**Figure 7:**
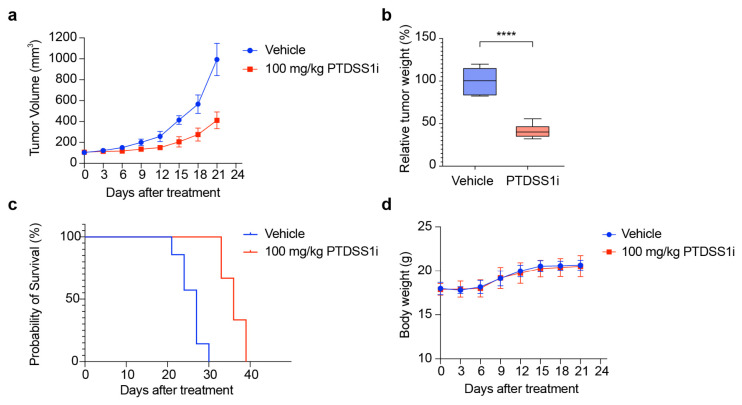
Pharmacological blockade of PTDSS1 exerts potent in vivo anti-tumor efficacy. (**a**). Tumor growth trajectories of KYSE30 xenografts in BALB/c nude mice treated with vehicle or PTDSS1i. Treatment was initiated when tumors reached an average volume of 100 mm^3^. Data are presented as mean ± SEM for 6 mice per group. (**b**). Relative tumor weight at the experimental endpoint on day 21. The center line indicates the median, box limits indicate upper and lower quartiles, and whiskers represent minimum and maximum values. **** *p* < 0.0001 by two-tailed Student’s *t*-test. (**c**). Kaplan–Meier survival analysis of mice bearing KYSE30 xenografts. PTDSS1i treatment prolonged overall survival as evaluated by the log-rank test. (**d**). Longitudinal monitoring of mouse body weights during the 21-day treatment period. Data are presented as mean ± SD.

**Figure 8:**
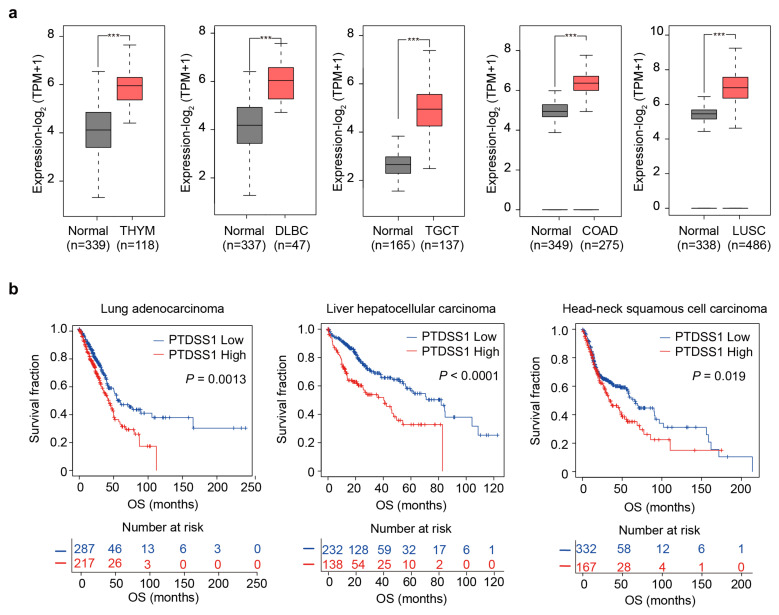
PTDSS1 expression serves as a generalized prognostic indicator across multiple human malignancies. (**a**). Box plots comparing *PTDSS1* mRNA expression levels in tumor tissues versus normal controls in thymoma (THYM), diffuse large B-cell lymphoma (DLBC), testicular germ cell tumors (TGCT), colon adenocarcinoma (COAD), and lung squamous cell carcinoma (LUSC). Data are derived from the TCGA and GTEx datasets. The center line represents the median, box limits indicate the upper and lower quartiles, and whiskers represent the min/max values. (**b**). Kaplan–Meier curves comparing overall survival between patients with high (red) and low (blue) *PTDSS1* expression in lung adenocarcinoma (LUAD), liver hepatocellular carcinoma (LIHC), and head and neck squamous cell carcinoma (HNSC). *** *p* < 0.001.

## Data Availability

All data supporting the findings of this study are available within the paper and its Supporting Information. RNA-Seq data have been deposited in the Gene Expression Omnibus datasets under the Gene Expression Omnibus accession number GSE329207.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27146226/s1.

# Supplementary material for: Targeting Phosphatidylserine Synthesis for Tumor Cell Suppression in Esophageal Squamous Cell Carcinoma and Glioblastoma
**Source:** Int J Mol Sci. 2026 Jul 13;27(14):6226. doi: 10.3390/ijms27146226
**Supplement:** Supplementary file 1

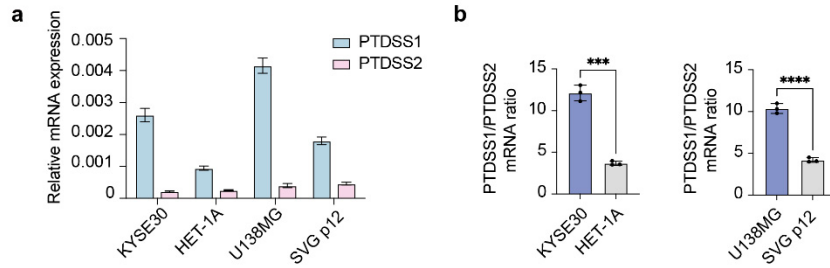

Scheme S1. Basal PTDSS1 and PTDSS2 expression profiles in tumor versus non-transformed cells.

(a) RT-qPCR analysis of basal PTDSS1 and PTDSS2 mRNA expression levels in representative ESCC (KYSE30), GBM (U138MG), and non-transformed (HET1A, SVGp12) cell lines. (b) The mRNA expression ratio of PTDSS1 to PTDSS2 calculated from the basal expression data. GAPDH was used as the internal reference gene for normalization. Data are presented as mean  $\pm$  SD (n = 3 independent experiments). \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$  by two-tailed Student's t-test.

Supplementary Table S1. Oligonucleotide primer sequences used for quantitative real-time RT-PCR (RT-qPCR)

| Gene             | Forward primer (5' -> 3') | Reverse primer (5' -> 3') | Length |
|------------------|---------------------------|---------------------------|--------|
| <i>ATF4</i>      | GTCTCCAGCGACAAGGCTA       | ATCCTGCTTGCTGTTGTGG       | 187    |
| <i>DDIT3</i>     | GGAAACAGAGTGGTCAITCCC     | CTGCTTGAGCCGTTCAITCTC     | 116    |
| <i>Sp-XBP1</i>   | CTGAGTCCGAATCAGGTGCAG     | ATCCATGGGGAGATGTTCTGG     | 145    |
| <i>TotalXBP1</i> | TGGCCGGGTCTGCTGAGTCCG     | ATCCATGGGGAGATGTTCTGG     | 97     |
| <i>HERP</i>      | ATGGAGTCCGAGACCGAAC       | TTGGTGATCCAACAACAGCTT     | 201    |
| <i>PTDSS1</i>    | GCAAGTGGAGGACATCACCAT     | TCATCCCTGGTAAAGGCGAAG     | 105    |
| <i>PTDSS2</i>    | CTCACCTGTACGCTTGGCTAT     | CCACAATACCTCTCTTGGTGTG    | 82     |
| <i>GAPDH</i>     | GGAGCGAGATCCCTCCAAAAT     | GGCTGTTGTCATACTTCTCATGG   | 197    |

How the deposited data were processed for this re-analysis (not part of the article)

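Poly-A RNA from KYSE30 and U138MG cell cultures treated for 48 h with 100 nM PTDSS1i or with DMSO was measured by RNA-seq, with 3 cultures in each of the 4 groups, 12 in all. For each cell line the authors deposited a table of raw counts, whole numbers of reads per gene, without normalization. The labels describe poly-A libraries. The aligner, the counting program, the genome build, the annotation and the use of strand are not named in the paper's text, and the samples were not pooled. Gene identity was taken from the Ensembl identifiers and names in the tables. Exon overlaps of genes were taken from the GENCODE annotation given for the work, which is not known to be the authors' annotation. Conditions and replicate numbers came from the sample labels, and the paper gives the same lines and treatments.

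Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and figures were drawn in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total count of 15, and scaled by TMM. PTDSS1i was compared with DMSO within each line by edgeR's robust quasi-likelihood test with Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p and of 1 on the absolute log2 fold change. Normalized CPM values, the counts relative to library size, use the TMM factors, and a prior count of 2 was used for log2 CPM. The difference between the lines was tested as the interaction of cell line and treatment over genes listed in both tables. The 15 gene lists, written by hand, were tested by limma's camera with a preset correlation of 0.01. Genes were named by rule: genes that the paper names, and in each direction the 5 largest changes with a mean of at least 5 CPM and no overlap between the treatments, in each line and for genes that moved in opposite directions between the lines. Replicates were compared by a chi-square test over genes with at least 20 counts. Totals per library lay between 18800932 and 26514658 counts, and a gene at or under 3 counts in every library of a group was given only as a bound. These limits cover counting error only. The design, the alternatives and the naming rule were fixed before the data were examined. Lineage markers, a list of interferon-stimulated genes, and fry and camera with an estimated correlation for the difference between the lines were added later, and the markers are given by library total without TMM scaling.

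The tests were tried on simulated counts in which 200 genes were changed. In KYSE30 edgeR recovered 187 of them over 16152 genes, with 19 false calls, and in U138MG 183 over 17274 genes, with 6 false calls. DESeq2 recovered 180 and 177. The test of the difference between the lines recovered 187 over 13987 genes with 19 false calls. Alternatives were no scaling beyond library size, upper-quartile normalization, DESeq2, other filters on low counts, a replicate block, each library left out, both lines fitted together, other thresholds, and other gene list tests. The enrichment databases of the paper were not used here, and not every gene that the paper names is reported here.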

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

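The tests of a mixture, of an exchange with KYSE30, of the gene lists by other splits, fry and an estimated correlation, and of DMSO replicate 1 for the interferon-stimulated genes were chosen only after the result was seen.

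In what follows U138MG stands for the libraries labelled so. The treatment changed 9188 of 18405 genes differently in the lines (edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment), among them 26 of 33 tested genes that the paper names. Of 100 draws from the 200 possible splits within the lines, 1, the real one, gave as many genes. The largest other draw, which kept the real groups of U138MG, gave 5043 genes and the median of the others was 0. Within each line, the real split was the 1 of 10 splits that gave as many genes, and also the 1 of 10 that gave as many gene lists. Other splits gave 0 genes past the threshold, with at most 1.17% of the tested genes at an unadjusted p under 0.05 in KYSE30 against 65.2% for the real split, and at most 0.526% in U138MG against 69.9%, which are 10678 and 12354 genes. The other splits of a line put 2 DMSO libraries against 1, so they keep part of the treatment change and also hold it as spread within their groups. This lowers their gene counts in advance, so 0 genes in them is no evidence against a random grouping. The same holds for the draws within the lines that mix treated and vehicle libraries. With 10 splits, 3 libraries against 3 cannot reach a share under 0.1. After thinning all libraries to the smallest total, 91.7% of the genes past the threshold in KYSE30 and 92.5% in U138MG stayed past it, which argues against the depth of the groups. The labels give each line its own batch, so batch and cell line cannot be told apart, and a biological difference between the cell lines stays open and untested.

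Of the gene lists, 7 of 15 had an adjusted p under 0.05 by camera on the interaction with a preset correlation of 0.01 and Benjamini-Hochberg adjustment. Of 100 draws from the 200 possible splits within the lines, the real one included, 56 gave as many lists. This is not a rate for libraries without change, because the 55 other draws among them sort the DMSO libraries of the lines unequally and so keep part of the treatment change in the interaction. The 44 draws with equal sorting gave from 0 to 6 lists, a grouping made after the values were seen, and these draws still hold part of any difference between the lines. The draws therefore do not decide. Camera with the correlation estimated from the data gave 0 lists, and 5 at an unadjusted p under 0.05, while fry gave 13. Fry asks whether a list's change differs at all, and camera whether it differs more than that of other genes. By camera, how many lists differ between the lines depends on the setting and stays open. For the DNA replication list, the member quartiles of the log2 fold change did not overlap. The lower and upper quartiles were -1.82 and -1.24 in KYSE30, and -0.68 and -0.13 in U138MG. The adjusted p of this list's difference was 2.21e-06 in fry and 0.113 in camera with the estimated correlation. The quartiles argue against an equal change of this list in the libraries of the lines. The median difference of log2 fold changes, U138MG minus KYSE30, was 0.46 for the UPR chaperone list (adjusted p = 2.46e-10), 0.63 for PERK-ATF4 (adjusted p = 1.38e-10), -0.20 for macroautophagy (adjusted p = 0.00421), 0.97 for DNA replication (adjusted p = 3.18e-30), 0.62 for double-strand break repair (adjusted p = 1.49e-09), 0.48 for the checkpoint list (adjusted p = 1.93e-08) and -0.85 for sterol biosynthesis (adjusted p = 1.09e-18). Without the genes whose exons overlap another gene, all 7 still had a camera adjusted p under 0.05, which argues against the counting of overlapping genes. The DNA replication list was lower in DMSO in U138MG than in KYSE30, with a median log2 ratio of -0.75 and 54 of 65 genes lower. This is less than the 2-fold difference set as the mark of a low starting level. After removing the trends with transcript length and GC content, the members of the replication, repair and checkpoint lists had a median log2 fold change of -1.38 in KYSE30 over 179 genes and of -0.41 in U138MG over 180 genes, which argues against those trends as the whole cause.

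Some genes moved in opposite directions. The difference of log2 fold changes, U138MG minus KYSE30, was -3.11 for *TP53INP1*, 1.51 for *CCNE1* and 0.81 for *EIF2S1*. It was -2.47 for *MAP1LC3B2*, which had 9, 20 and 9 counts in DMSO and 5, 4 and 7 in PTDSS1i in U138MG. Outside the genes the paper names, *CYP24A1*, *SPP1* and *CCN5* had differences of 6.69, 6.55 and 5.80. *ANXA6*, *LINC00648*, *GDA* and *ADGRE2* met the same rule but had a group at or under 3 counts in every library, and their fold changes are therefore not given. No technical explanation was tested for single genes, and the cell line stays open.

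The libraries labelled U138MG held epithelial transcripts that the paper does not report on, with a median of 209 CPM in DMSO over 44 epithelial and squamous markers, all over 10. Among markers not looked at before the list was written, the epithelial median was 122 and the glial and mesenchymal median 12.2. The test set a median under 1 for the latter as the mark of an epithelial line. In the libraries labelled KYSE30, such a line by their label, it was 1.69, with 12 of all 46 markers over 10. That mark therefore does not decide, and an epithelial line and other sources cannot be told apart by this test. Of 46 glial and mesenchymal markers, with a median of 2.45, 20 lay under 1 CPM and 18 over 10. A mixture of epithelial cells or RNA with glioblastoma cells may remain possible by these markers, but *VIM*, abundant in mesenchymal cells, had 0.206 CPM. After an exchange of KYSE30 with glioblastoma cells, the libraries labelled KYSE30 would hold the latter. Their epithelial median over the markers not looked at before was 188 CPM, which argues against that exchange. Whether either label stands on other epithelial cells cannot be told from this median, because such cells would also express these markers. All 46 glial and mesenchymal markers are listed in the U138MG table, which argues against missing gene models. No glioblastoma reference library was used here.

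Interferon-stimulated genes rose in KYSE30, with a median log2 fold change of 1.31 and 37 of 41 genes higher at an adjusted p under 0.05 in edgeR's quasi-likelihood test. In U138MG the median was -0.069, with 16 genes higher and 15 lower. The median difference of log2 fold changes was -1.42, and in the interaction test 37 of 43 genes were lower in U138MG at an adjusted p under 0.05. This list was chosen after its values were seen. DMSO replicate 1 of KYSE30 had the lowest level of these genes. Without it the median was 1.13, which argues against that library as the whole cause.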

How the results depend on the processing

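The alternatives below were planned, except fry and the estimated correlation for the difference between the lines, chosen after seeing the data.

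With no fold-change threshold, KYSE30 had 4927 genes higher and 5238 lower, and U138MG 5989 and 5930, because that alternative drops a criterion. Requiring 10 counts in every library left 1273 lower genes in U138MG, since fewer genes are tested. With each library left out in turn, KYSE30 had from 1042 to 1197 genes higher and from 1138 to 1257 lower, and U138MG from 1476 to 1539 higher and from 2040 to 2246 lower. The other alternatives left these counts within 1.5 times the values at the claims.

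Scaling moved the balance of calls. Without scaling beyond library size, the share of higher genes went from 47.6% to 38.1% in KYSE30 and from 41.4% to 31.6% in U138MG, and the median log2 fold change of all genes from -0.025 to -0.13 and from -0.026 to -0.17. Upper-quartile normalization gave 31.7% and -0.17 in U138MG. In KYSE30 the share went the other way with DESeq2, to 50.9%, and with both lines fitted together, to 52.5%. In U138MG these settings gave 43.6% and 41.0%. Without scaling, the log2 fold change was -0.072 for ATG5 in KYSE30 and -0.051 for ATF6 in KYSE30. No scaling and upper-quartile normalization gave -0.086 and -0.085 for OPTN in U138MG, -0.0023 and -0.0018 for GAPDH in U138MG, and -0.061 and -0.060 for ATG5 in U138MG. These reversals follow the shift of all genes.

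With each library left out in turn, the log2 fold change of PTDSS1 in KYSE30 ranged from -0.11 to 0.015, reversing without DMSO replicate 1, and that of PTDSS2 in U138MG from -0.11 to 0.028, reversing without DMSO replicate 3. With 10 counts in every library, the differences between the lines were -0.022 for *ATG5* and -0.024 for *PARP1*. The cause was not tested. Over the named genes, 1054 of 1080 values kept their direction and side of the threshold, 16 were weaker and 10 reversed.

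The gene list tests changed most in camera with the correlation estimated from the data, which also replaced the edgeR statistics by limma's own. The estimated correlation cannot be the whole cause. For the p53 target list it was -0.0136 in KYSE30 and -0.0299 in U138MG, under the preset 0.01. Yet its camera adjusted p went from 5.65e-04 to 0.0921 and from 6.20e-05 to 0.0800. With the correlation estimated from the data, 4 lists in KYSE30 and 2 in U138MG had a camera adjusted p under 0.05. In KYSE30 the adjusted p was 0.222 for UPR chaperones, 0.0929 for PERK-ATF4, 0.0767 for DNA replication and 0.0548 for checkpoint. In U138MG it was 0.0671 for UPR chaperones, 0.0610 for macroautophagy, 0.279 for DNA replication, 0.145 for double-strand break repair and 0.146 for checkpoint. Fisher's exact test of over-representation gave 8 lists in U138MG, with an adjusted p of 0.0526 for macroautophagy, 0.0737 for lysosome, 1 for DNA replication and ribosomal proteins and 0.602 for double-strand break repair. In KYSE30 it gave 0.813 for UPR chaperones, 0.321 for lysosome and 0.261 for phospholipid transport. The cause was not tested. With each library left out, between 13 and 14 lists in KYSE30 and 15 in U138MG had an adjusted p under 0.05, the ribosomal protein list of KYSE30 being added without DMSO replicate 2 (camera adjusted p = 0.0432). Among the lists outside the processes the paper names, and the differences of all lists between the lines, 26 values were weaker and 12 stronger.

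The correlation of the lines across genes was 0.486 among genes with an adjusted p under 0.05 in both, 0.550 among genes past the threshold in KYSE30 and 0.529 among those past it in U138MG. The shares with the same sign were 69.5%, 77.1% and 75.5%, and 64.4% without scaling. The number of genes that differ between the lines was 9213 without scaling, 8334 with 10 counts in every library and 8610 with DESeq2, and 9 lists had a camera adjusted p under 0.05 for the difference without scaling, when G2/M and mitosis (camera adjusted p = 0.0493) and ribosomal proteins (camera adjusted p = 0.0478) were added to the 7. Camera with an estimated correlation gave 0 lists for the difference, with 5 at an unadjusted p under 0.05, and fry gave 13.

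The replicate numbers do not pair the cultures. Deviations of same-numbered libraries correlated by 0.075, 0.072 and 0.020 in KYSE30 and by 0.0088, -0.0029 and 0.048 in U138MG. With a replicate block, KYSE30 had 1052 genes higher and 1153 lower, U138MG 1439 and 2030, and 9439 genes differed between the lines. The block changed no call of a named gene within a line. The differences between the lines of ATF4 (-0.13, adjusted p = 0.0402) and CDK1 (0.19, adjusted p = 0.0432) passed 0.05 with the block in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That of ATF4 also passed without scaling (adjusted p = 0.0475) and with 10 counts in every library (adjusted p = 0.0165) in this edgeR test, as did that of PTDSS2 with 10 counts (adjusted p = 0.0489).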

Differences from the paper's values

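The test with the estimated correlation and fry were chosen after the result was seen. The paper's text gives no value for these libraries that was also computed here. The paper describes the U138MG enrichment as nearly the same as that of KYSE30. By camera on the interaction with a preset correlation, 7 of the 15 gene lists had an adjusted p under 0.05. Camera with an estimated correlation gave 0 lists, with 5 at an unadjusted p under 0.05, and fry gave 13. Fry does not compare a list with the other genes, as camera does. By camera, how many of the lists differ depends on the setting. The member quartiles of the DNA replication list did not overlap between the lines. The DNA replication list had a median log2 fold change of -1.52 in KYSE30 and of -0.43 in the libraries labelled U138MG.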

Other observations

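No test in this part was chosen only after its result was seen, but the reading of the overlap share was. The rule fixed earlier read a share that is not higher as against the counting of overlapping genes, and it was changed to leave that open after the result was seen.

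In KYSE30 the sterol list rose more than the UPR chaperone list. A low count of the sterol genes was tested as the cause. Among members with at least 50 CPM in DMSO, the medians were 2.13 over 19 sterol genes and 0.147 over 33 UPR genes, a difference of 1.98, which argues against low counts. A biological cause was not tested.

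Of the genes with at least 50 CPM in the libraries labelled U138MG, 69 had under 1 in KYSE30. Exons of 52.2% of these overlap another gene, against 49.9% of 4386 others (Fisher's exact test, two-sided, p = 0.718), so these genes did not overlap others more often. The share leaves the counting of overlapping genes open for the 36 that do overlap another gene. They include *CDC42* (428 CPM against 0.852), *ZC3H11A* (253 against 0.302) and *PTP4A1* (182 against 0.0747), named after their values were seen. For those genes a different counting or annotation, the cell line and the batch cannot be told apart. The others, such as *POLDIP3* (78.0 CPM against 0.0929), overlap no gene in the annotation used here. As it is not known to be the authors', a different counting or annotation stays open for them too, beside the cell line and the batch.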
